# Comparative transcriptome analysis of cells from different areas reveals ROS responsive mechanism at sclerotial initiation stage in *Morchella importuna*

**DOI:** 10.1038/s41598-021-87784-w

**Published:** 2021-05-03

**Authors:** Qizheng Liu, Guoqiang He, Jinkang Wei, Caihong Dong

**Keywords:** Applied microbiology, Fungal biology

## Abstract

Morels are some of the most highly prized edible and medicinal mushrooms, with great economic and scientific value. Outdoor cultivation has been achieved and expanded on a large scale in China in recent years. Sclerotial formation is one of the most important phases during the morel life cycle, and previous reports indicated that reactive oxygen species (ROS) play an important role. However, ROS response mechanisms at sclerotial initiation (SI) stage are poorly understood. In this study, comparative transcriptome analyses were performed with sclerotial and hyphal cells at different areas in the same plate at SI stage. Gene expression was significantly different at SI stage between sclerotial formation and mycelia growth areas. GO and KEGG analyses indicated more vigorous metabolic characteristics in the hyphae area, while transcription process, DNA repair, and protein processing were enriched in sclerotial cells. Gene expression related to H_2_O_2_ production was high in the hyphae area, while expression of H_2_O_2_-scavenging genes was high in sclerotial cells, leading to a higher H_2_O_2_ concentration in the hyphal region than in the sclerotium. Minor differences were observed in gene expression of H_2_O_2_-induced signaling pathway in sclerotial and hyphal cells; however, expression levels of the target genes of transcription factor MSN2, important in the H_2_O_2_-induced signaling pathways, were significantly different. MSN2 enhanced stress response regulation in sclerotia by regulating these target genes. Small molecular HSPs were also found upregulated in sclerotial cells. This study indicated that sclerotial cells are more resistant to ROS stress than hyphal cells through transcriptional regulation of related genes.

## Introduction

Morels (*Morchella*, *Ascomycota*), some commercially important edible mushrooms, are sclerotium-forming fungi. Morel cultivation has been a research focus worldwide for more than 100 years, and outdoor cultivation of *Morchella* belonging to the Elata Clade, including *M. importuna*, has succeeded and expanded rapidly in recent years in China^1^.

Sclerotial formation is an important phase during the morel life cycle^2^, and growers judge spawn quality based on sclerotium quantity empirically in field cultivation^1^. The success of morel cultivation in China is mainly attributed to two factors: cultivable strains prone to fructify^3^ and the implementation of exogenous nutrient “feeding technology”^4,5^. “Feeding technology” in morel field cultivation is based on extensive cultivation experience and the principle of sclerotia formation^4^. However, sclerotial formation mechanisms in *M. importuna* remain elusive.

Sclerotia are compact masses of fungal mycelia that serve as survival structures for ascomycetes and basidiomycetes^6^. Many fungi produce sclerotia during their life cycle, with 85 fungal genera in at least 20 orders of *Basidiomycota* and *Ascomycota* reported to be sclerotium-forming fungi^6^. Typically, there are three stages during sclerotial formation: sclerotial initiation (SI), sclerotial development (SD), and sclerotial maturation (SM)^7^. Sclerotial metamorphosis is believed to be induced by oxidative stress; therefore, the hypothesis has been put forward that reactive oxygen species (ROS) induce sclerotial formation^7^.

Sclerotia of morels were formed by repeated hyphal branching and further expansion and coalescing to form a single large sclerotium. They are described as pseudosclerotia^2^ as they do not have structures typical of sclerotia, such as those produced by *Sclerofinia sclerotiorum*, characterized by the medulla and rind. ROS outbreak can promote sclerotial formation of morels^8^. Previous studies found that a hydrogen peroxide (H_2_O_2_) concentration of 20 mM could promote sclerotial initiation by H_2_O_2_- induced MAPK signaling pathway activation^9^. Recently, transcriptome analysis of samples from three developmental stages of sclerotial formation (vegetative mycelia, initial sclerotia, and mature sclerotia) in *M. importuna* showed that differentially expressed genes were mainly involved in primary metabolism^4^.

Our previous study found that distinct boundaries appeared between mycelia and sclerotia areas in the SI phase when *M. importuna* was incubated on PDA plates. Cell morphologies and ROS stresses differed between the two areas^9^. However, the mechanism by which ROS control morphogenesis is unclear. In this study, comparative transcriptomic analysis was performed with samples from two parts with different cell morphologies at the SI stage of *M. importuna*. In contrast to transcriptome analysis of different sclerotial developmental stages^4^, gene expression in cells from different areas (i.e., sclerotial and hyphal cells) at the same SI stage were compared, highlighting the characteristics of gene expression in sclerotial cells. Our aim was to elucidate key metabolic pathways and related genes regulating the formation of sclerotium and explain the mechanisms by which ROS regulate sclerotial formation.

## Results

### Morphology comparison between inside and outside of plates at SI stage

According to previous observation, *M. importuna* growth and sclerotial formation can be divided into five distinctive phases: hypha early (HE), hyphal growth (HG), SI, SD, and SM^9^. After *M. importuna* strain was cultured on a 90-mm diameter Petri dish with PDA medium at 20 °C for 4 days, colonies entered the SI phase. There was a significant difference in cell morphology between the inside and outside of plates and distinct boundaries (Fig. 1a). Mycelia inside plates at the SI (SII) were dense (Fig. 1b), cells expanded as nearly spherical and bead-like, and there was obvious micro-sclerotia when observed under the stereoscope and microscope (Fig. 1c,d). It should be sclerotial growth area. Cell expansion in SII is a unique morphological characteristic during sclerotial formation as these cells expand and proliferate, rapidly increasing the sclerotia biomass, into the SD stage. Outside mycelia (SIO) were sparse, seen as normal mycelia (Fig. 1b), and there was no obvious micro-sclerotium (Fig. 1c,d). It was shown as a hyphal growth area. Mycelia of SII and SIO (Fig. 1a) from two Petri dishes were collected and mixed, respectively, for transcriptome sequencing.

**Figure 1:**
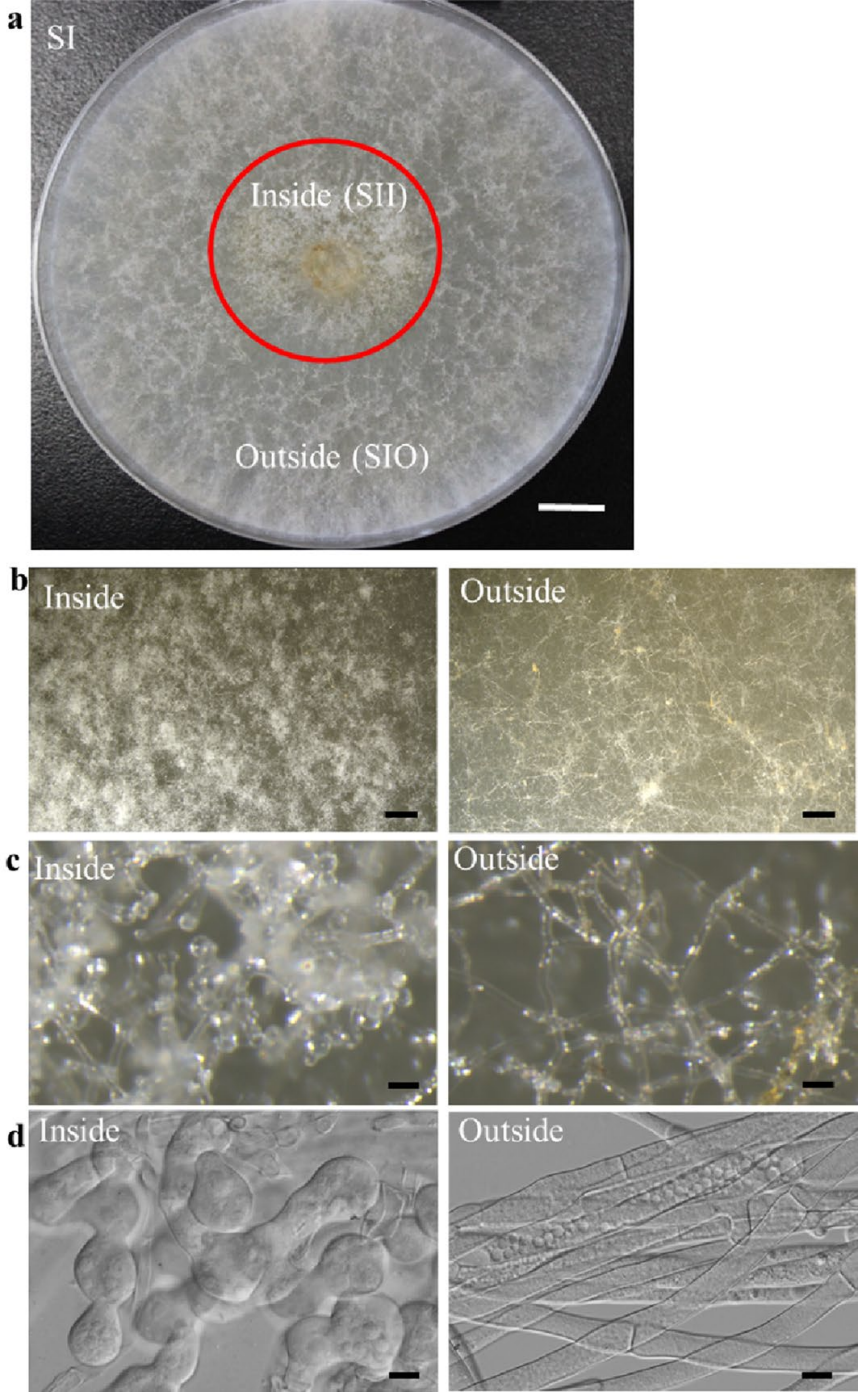
Morphological observation of SII and SIO cells cultured on PDA medium. (**a**) Colony morphology of *M. importuna* cells grown on PDA plates at SI stage. An area of 2 cm radius around the center which was circled with red was divided as the inside, and the remaining of the plate was divided as the outside area. There was distinct boundary. Size bar = 1 cm. (**b**) Magnified pictures of colonies of SII and SIO. Size bars = 1 mm. (**c**) Sclerotium observation in SII and SIO under the stereoscope. Size bars = 30 µm. (**d**) Cell morphology of *M. importuna* in SII and SIO at SI stage. Size bars = 10 µm.

### Gene expression profiles of inside and outside cells at SI phase of *M. importuna*

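Mycelia of M. importuna were taken at day 4 at 20 °C from the sclerotial area within 2 cm of the plate centre (SII) and from the hyphal area outside it (SIO). Tissue of 2 plates was pooled per sample, and 2 libraries per area were sequenced. The authors' values are FPKM per library for 11599 genes, made from clean reads that were mapped with TopHat2. The authors' deposited table also gives a mean of scaled read counts per area, from which whole reads per library were recovered within a tolerance of 0.01 of a read. The totals were 24841181 reads for SII replicate 1, 23108142 for SII replicate 2, 27993281 for SIO replicate 1 and 27579812 for SIO replicate 2. Genes with an FPKM of at least 1 in at least 2 of the 4 libraries, 8906 in all, were compared by limma on log2(FPKM + 1) with a mean-variance trend. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change of at least 1, the thresholds of the paper. The test, its thresholds, the gene lists and the rule for the genes named were fixed before the data were examined, when the paper's figures and part of Table S5 had been read. With 2 libraries against 2, an exact permutation test of a single value cannot give a two-sided p below 0.33.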

To compare SII and SIO gene expression profiles, transcriptome sequencing was conducted using samples from different areas with two biological repeats. Four cDNA libraries were prepared and subjected to Illumina deep sequencing, and the results of Pearson correlation analysis of sequencing data (Supplemental Fig. S1) indicated good repeatability. 

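Expression in the 2 SIO libraries used here was nearly the same, and the SII libraries differed more from each other. The R2 of log2(FPKM + 1) across the 11599 genes was 0.994 between the SIO libraries and 0.948 between the SII libraries. SII replicate 2 stood nearer to the hyphal area, with an R2 of 0.810 and 0.813 against SIO replicates 1 and 2, than SII replicate 1, with 0.738 and 0.735. Over the genes tested, the SD of the log2 difference between the replicates was 0.68 in SII and 0.23 in SIO. These correlations are across genes, which are not independent replicates. The authors' mean scaled SIO counts imply a further SIO library, not used here. From its recovered reads, its R2 was 0.964 and 0.975 with SIO replicates 1 and 2, and 0.788 and 0.870 with SII replicates 1 and 2. It lay above the mean of SIO replicates 1 and 2 for 67.3% of the genes called higher in SII below. For those called lower, it lay below that mean for 80.4%. For most called genes it thus lay towards SII, though the calls rest on the other 2 SIO libraries. The spread in SIO may thus be larger than the 2 SIO libraries used here show.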

Illumina paired-end sequencing generated 125.2 million raw read pairs. After cleaning and quality checks, 120.8 million clean read pairs were obtained. All Q30 percentages for sequences (with an error probability of 0.001, a high-quality indicator) in the four libraries were over 94 (Supplemental Table S2). Over 94% of reads for each sample could be mapped to the *M. importuna* genome (Supplemental Table S3).

Using FPKM (Fragments Per Kilobase of Exon Per Million Fragments Mapped) cutoff values of 1, 74.9% and 74.3% genes were expressed in the SII and SIO samples, respectively. 

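Between SII and SIO the share of genes with an FPKM of at least 1 differed by less than 1 percent of the genome. It was 74.9% ± 0.433 (SD, n = 2) in SII and 74.3% ± 0.262 (SD, n = 2) in SIO.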

On a global scale, all genes could be divided into four categories according to their FPKM values, with the majority of genes moderately expressed (10 ≤ FPKM < 100) in all samples. Genome-wide distribution of gene transcription levels was similar in both groups (Supplemental Table S4).

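Genes from 10 to 100 FPKM were the largest class in every library, with 4508 and 4417 genes in SII and 4721 and 4625 in SIO. The genes at the top differed between the areas. In both SII libraries the most abundant transcript was JGI 606286, an expressed protein with no further annotation (23391 ± 1417 FPKM in SII and 66.5 ± 6.84 FPKM in SIO, SD, n = 2 libraries per area). In both SIO libraries it was JGI 534286, annotated as a ricin B-like lectin. The 100 most abundant genes held 40.3% and 39.4% of the summed FPKM in SII and 29.6% and 30.3% in SIO.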

### Identification of differentially expressed genes between samples from different areas

A total of 3020 genes were significantly differentially expressed between two areas (SII vs. SIO), representing 26% of *M. importuna* genes (Supplemental Table S5). 

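Of 8906 genes tested, 1998 were differentially expressed, 914 higher and 1084 lower in SII. The larger group depends on the scaling, with 981 higher and 743 lower under median-ratio scaling and 966 higher and 872 lower under quantile normalization. Removal of the trend with gene length, chosen after seeing the data, gave 914 higher and 673 lower. Without a filter on low values limma called 0 genes, with 5305 at an unadjusted p under 0.05, and with the filter limma-voom on recovered reads, chosen after seeing the data, called 1981. Among annotated genes the largest rises included JGI 537436, with a DUF1761 domain (1674 ± 85.6 FPKM in SII and 3.26 ± 0.463 FPKM in SIO, SD, n = 2 libraries per area, log2 fold change 8.62, standard error 0.16, adjusted p = 7.9e-04), and an Hsp12 heat shock protein gene, JGI 608569 (log2 fold change 8.37, standard error 0.22, adjusted p = 7.9e-04). JGI 494516, similar to the ribosome maturation protein SBDS, reached 11343 ± 980.4 FPKM in SII and 90.0 ± 15.4 FPKM in SIO. Among the largest falls were a subtilisin-like serine protease, JGI 494195 (36.0 ± 12.9 FPKM in SII and 1674 ± 142 FPKM in SIO, log2 fold change -5.54, standard error 0.29, adjusted p = 0.00167), and a sulfate permease, JGI 605116 (log2 fold change -5.23). Of the calls, 1902 are also called in the same direction in the authors' deposited table and 0 in the opposite one. The total was 3254 without SII replicate 1 and 3911 without SII replicate 2, but 79 without SIO replicate 1 and 88 without SIO replicate 2, where the lone library is assumed to vary like the other area. Among the genes named here, only the sulfate permease was no longer called in one of these, without SIO replicate 2. Without an SII replicate the variance comes from the SIO libraries alone, which lie closer together, so calls gained there are no added support.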

A total of 1324 genes were upregulated and 1696 genes downregulated when SII was compared with SIO (Fig. 2). Where the FPKM value of a gene in SII or SIO was greater than 1 and the other was less than 1, the gene was considered to be a uniquely expressed gene. There were 187 and 147 uniquely expressed genes in SII (1.61% of the genome) and SIO sample (1.27% of the genome), respectively, with most genes expressed at low levels (Supplemental Fig. S2 and Supplemental Table S6). 

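Genes of one area alone were mostly weakly expressed. By mean FPKM above 1 in one area and below 1 in the other, 385 genes were unique to SII and 288 to SIO, of which 344 and 271 stayed under 10 FPKM. In SII 6 of them reached 100 FPKM. They include JGI 492735, a gamma-glutamylputrescine oxidoreductase (215 ± 5.96 FPKM in SII and 0.871 ± 0.194 FPKM in SIO, SD, n = 2 libraries per area), the hypothetical proteins JGI 568718 (108 ± 7.91 FPKM in SII and 0.137 ± 0.117 FPKM in SIO) and JGI 545084 (101 ± 43.9 FPKM in SII and 0.474 ± 0.339 FPKM in SIO), and the GroES-like JGI 493572 (283 ± 7.52 FPKM in SII and 0.672 ± 0.117 FPKM in SIO). When every library had to pass, 254 were unique to SII and 170 to SIO.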

Only three genes (JGI 492735, JGI 568718, and JGI 545084) expressed uniquely in SII belonged to the high expression level group (FPKM > 100). The gene JGI 492735 encodes gamma-glutamyl putrescine oxidoreductase, and the other genes encoded hypothetical proteins.

**Figure 2:**
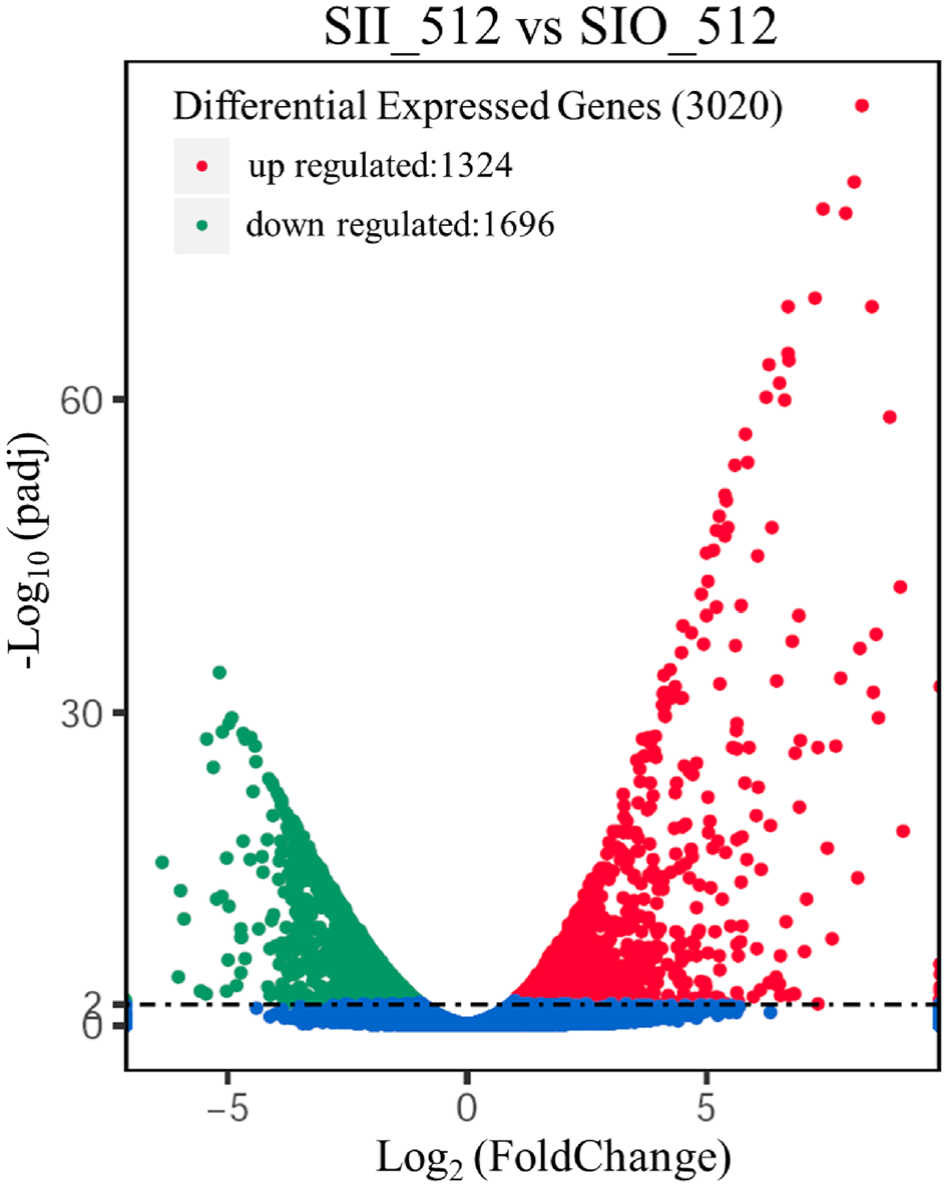
Volcano of differentially expressed genes between samples from SII and SIO.

### GO and KEGG analysis of DEGs

Eighteen and 114 GO terms were enriched for up- and downregulated genes, respectively, when compared between SII and SIO (*P* < 0.01, Supplemental Table S7). 

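Of 36 tested genes of basal transcription and RNA polymerase II, 8 were higher and 2 lower in SII (10 higher and 2 lower when adjusted over the list alone). By limma camera, the set had adjusted p = 0.0149 with a preset correlation and adjusted p = 0.563 with an estimated correlation. The second test rests on the few residual degrees of freedom of 2 libraries per area, so a list can hardly pass it. JGI 606964, annotated as an apoptosis-inducing TAF9-like domain protein, was at 53.6 ± 16.5 FPKM in SII and 10.0 ± 2.79 FPKM in SIO (SD, n = 2 libraries per area, log2 fold change 2.30, standard error 0.32, adjusted p = 0.00746). JGI 602321, a PC4-domain coactivator, had a log2 fold change of 1.93, and JGI 537756, with a TFIID 18 kDa domain, of 1.53. The abundant TBP-domain gene JGI 537491 had a log2 fold change of -0.11 (adjusted p = 0.625). For the list, the counts were 11 higher and 2 lower without SII replicate 1, 14 higher and 2 lower without SII replicate 2, and 0 higher and 0 lower without SIO replicate 1 or without SIO replicate 2.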

In the upregulated group (Fig. 3), enriched terms were mainly related to transcription processes, including RNA polymerase II transcription factor activity (GO: 0003702), transcription factor complex (GO: 0005667 and 0005669), DNA-directed RNA polymerase II (GO: 0016591), and transcription initiation (GO: 0006352). Others were related to carbohydrate metabolism, including hydrolase activity on glycosyl bonds (GO: 0004553 and 0016798), galactosidase activity (GO: 0004565, 0015925, and 0009341), and carbohydrate metabolic process (GO: 0005975). 

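Glycoside hydrolase genes moved in both directions. Of 118 tested, 23 were higher and 16 lower in SII (26 higher and 19 lower when adjusted over the list alone), and no difference from other genes was detected for the list (adjusted p = 0.199 from limma camera). With a filter of FPKM of at least 10 the list passed as higher (adjusted p = 0.0425). JGI 326298, annotated as an exopolygalacturonase, which cleaves pectin, was at 34.9 ± 1.48 FPKM in SII and 0.801 ± 0.330 FPKM in SIO (SD, n = 2 libraries per area, log2 fold change 4.33, standard error 0.22, adjusted p = 0.00166). JGI 528982, a concanavalin A-like glucanase, was at 693 ± 18.7 FPKM in SII and 48.0 ± 3.36 FPKM in SIO (log2 fold change 3.83, standard error 0.15, adjusted p = 0.00112). Called members were 29 higher and 21 lower without SII replicate 1, 35 higher and 26 lower without SII replicate 2, and 1 higher and 0 lower without SIO replicate 1 or without SIO replicate 2, the one left without an SIO replicate being JGI 528982.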

Organelles and nuclear lumen (GO: 0031981, 0043233, and others) were also enriched. In the downregulated group, most enriched terms were involved with metabolic (GO: 0044281, 0006520 and 0044106), biosynthetic (GO: 0008652, 0009309, and 0016053), and catalytic activity (GO: 0003824). 

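Of 35 tested genes of aminoacyl-tRNA synthetases, which charge tRNAs with amino acids, 0 were higher and 19 lower in SII (0 higher and 24 lower when adjusted over the list alone). For the list, limma camera gave adjusted p = 1.4e-05 with a preset correlation and adjusted p = 0.563 with an estimated correlation. The valyl-tRNA synthetase JGI 532385 was at 8.19 ± 6.28 FPKM in SII and 138 ± 0.693 FPKM in SIO (SD, n = 2 libraries per area, log2 fold change -4.11, standard error 0.53, adjusted p = 0.00661), and the prolyl-tRNA synthetase JGI 561575 had a log2 fold change of -3.81. Of 35 translation initiation and elongation factors, 1 was higher and 8 lower (1 higher and 8 lower when adjusted over the list alone). The set test, limma camera, gave adjusted p = 0.00220 with a preset correlation and adjusted p = 0.563 with an estimated correlation. The elongation factor 1 beta subunit JGI 532027 had a log2 fold change of -2.87. Of 120 transporters of the major facilitator superfamily and sugar transporters, 10 were higher and 39 lower (13 higher and 50 lower when adjusted over the list alone). Against all other genes, limma camera gave adjusted p = 0.00498 with a preset correlation and adjusted p = 0.563 with an estimated correlation. The carboxylic acid transporter-like JGI 536493 had one of -3.83. Longer genes had lower fold changes across the genome, with a Spearman correlation of -0.19 over genes.
For the synthetases the counts were 0 higher and 26 lower without SII replicate 1, 2 higher and 25 lower without SII replicate 2, and 0 higher and 0 lower without SIO replicate 1 or without SIO replicate 2. Translation factors gave 1 higher and 16 lower without SII replicate 1, 1 higher and 20 lower without SII replicate 2, and 0 higher and 0 lower without SIO replicate 1 or without SIO replicate 2, and transporters 13 higher and 59 lower without SII replicate 1, 20 higher and 60 lower without SII replicate 2, and 0 higher and 0 lower without SIO replicate 1 or without SIO replicate 2. JGI 561575 was not called with the length trend removed, chosen after seeing the data.

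**Figure D1:**
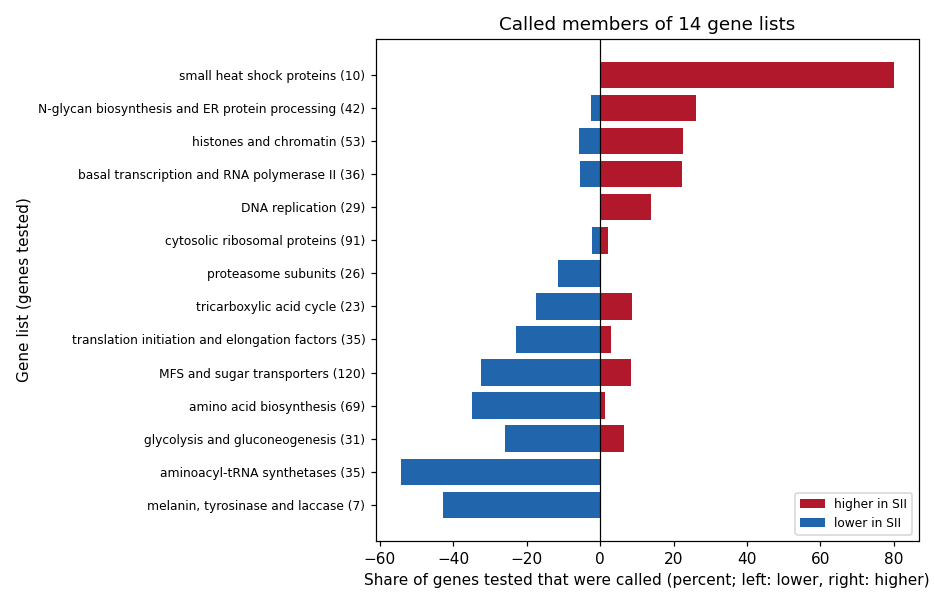
Share of the tested genes of 14 gene lists called higher in SII (red, to the right) or lower in SII (blue, to the left), in percent, with the number of genes tested in parentheses. The lists are those with an adjusted p under 0.05 from limma camera with a preset correlation. With an estimated correlation 0 of them pass, in a test with few degrees of freedom at 2 libraries per area.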

Some terms related to oxidoreductase activity, including GO: 0016491, 0016614, 0016616, and 0015036.

**Figure 3:**
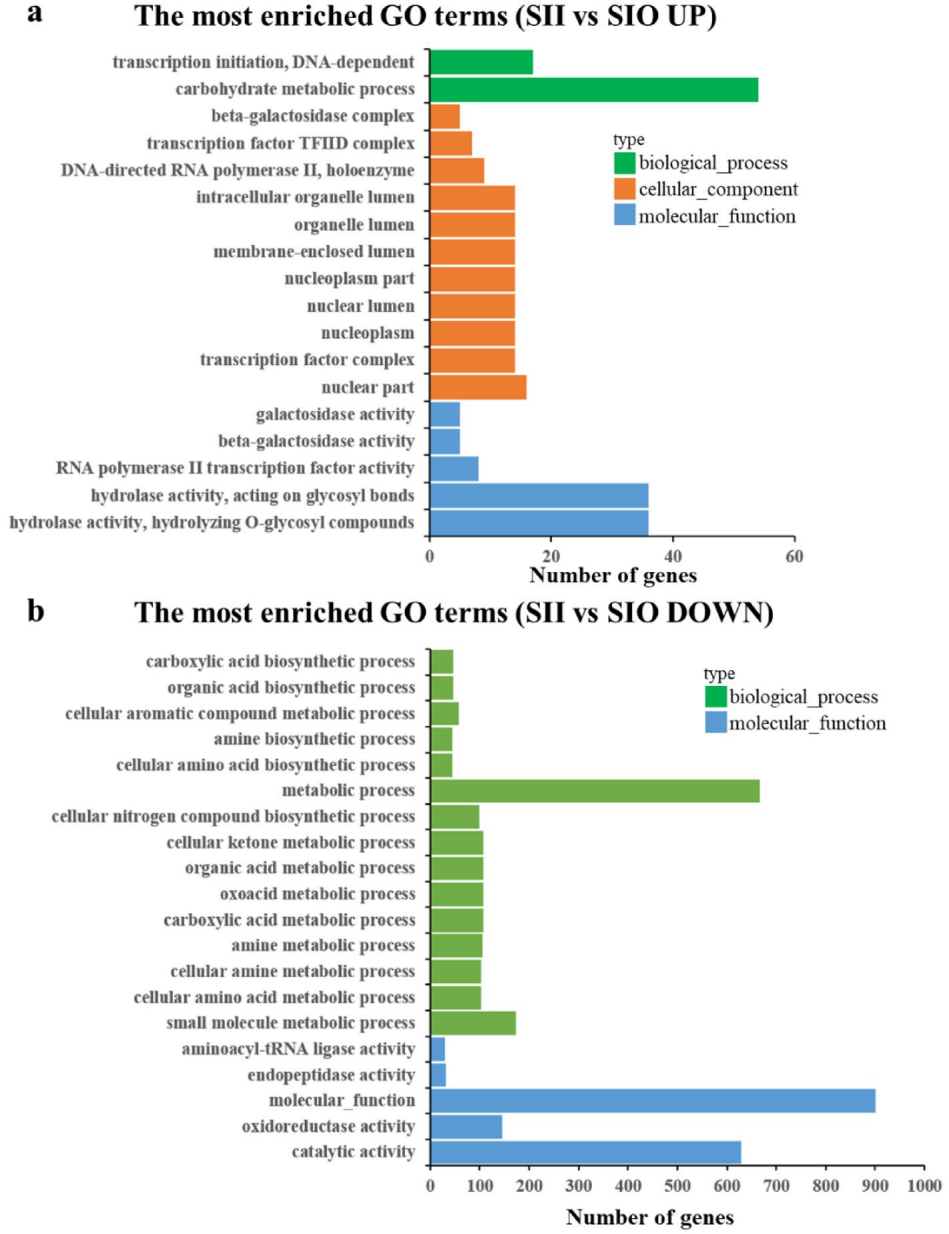
The most enriched GO terms of up and down DEGs compared between SII and SIO. All 18 in up and the top 20 (ranked with *P* value) GO terms in down were shown.

DEGs were mapped to the KEGG database and tested for enrichment. Ten and 13 pathways were enriched in up- and downregulated genes when compared between SII and SIO, respectively (*P* < 0.05, Supplemental Fig. S3 and Supplemental Table S8). The enriched pathway of upregulated genes included protein processing in the endoplasmic reticulum (tml04141), N-glycan biosynthesis (tml00510), and starch and sucrose metabolism (tml00500). 

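Of 42 tested genes of N-glycan biosynthesis and protein processing in the endoplasmic reticulum (ER), 11 were higher and 1 lower in SII (13 higher and 3 lower when adjusted over the list alone). By limma camera, the set had adjusted p = 0.00716 with a preset correlation and adjusted p = 0.563 with an estimated correlation. The translocation protein gene of the Sec62 family, JGI 535803, was at 328 ± 50.8 FPKM in SII and 65.6 ± 0.598 FPKM in SIO (SD, n = 2 libraries per area, log2 fold change 2.30, standard error 0.17, adjusted p = 0.00292). The ER chaperone genes for calreticulin, JGI 557925, and protein disulphide isomerase, JGI 486802, had log2 fold changes of 1.85 and 1.70. Of 12 genes of trehalose and glycogen metabolism, 4 were higher and 0 lower (4 higher and 0 lower when adjusted over the list alone), with no difference detected for the list (adjusted p = 0.302 from limma camera). These 4 are trehalose synthase, the glycoside hydrolase JGI 552829 and the UDP-glycosyltransferases JGI 564595 and JGI 534057. ER processing gave 12 higher and 3 lower without SII replicate 1, 19 higher and 4 lower without SII replicate 2, and 0 higher and 0 lower without SIO replicate 1 or without SIO replicate 2. Trehalose and glycogen gave 5 higher and 2 lower without SII replicate 1, 5 higher and 4 lower without SII replicate 2, and 1 higher and 0 lower without SIO replicate 1 or without SIO replicate 2.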

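Of 69 tested genes of amino acid biosynthesis, 24 were lower in SII and 1 was higher (2 higher and 35 lower when adjusted over the list alone). For the list, limma camera gave adjusted p = 2.8e-05 with a preset correlation and adjusted p = 0.563 with an estimated correlation. Homocysteine synthase, JGI 532964, was at 16.6 ± 13.0 FPKM in SII and 233 ± 14.3 FPKM in SIO (SD, n = 2 libraries per area, log2 fold change -3.96, standard error 0.58, adjusted p = 0.00839), and argininosuccinate synthase, JGI 606973, of arginine synthesis, had a log2 fold change of -3.58. Of 31 genes of glycolysis and gluconeogenesis, 8 were lower and 2 higher (2 higher and 14 lower when adjusted over the list alone). The set test, limma camera, gave adjusted p = 0.00854 with a preset correlation and adjusted p = 0.563 with an estimated correlation. Hexokinase, JGI 555234, was at 101 ± 64.6 FPKM in SII and 795 ± 6.86 FPKM in SIO, while pyruvate decarboxylase, JGI 533505, of alcoholic fermentation, rose (485 ± 93.3 FPKM in SII and 33.3 ± 7.37 FPKM in SIO, log2 fold change 3.83, standard error 0.24, adjusted p = 0.00232). Of 23 tricarboxylic acid cycle genes, 4 were lower and 2 higher (2 higher and 7 lower when adjusted over the list alone). Against all other genes, limma camera gave adjusted p = 0.0157 with a preset correlation and adjusted p = 0.563 with an estimated correlation. Counts for amino acid biosynthesis were 1 higher and 39 lower without SII replicate 1, 6 higher and 42 lower without SII replicate 2, and 0 higher and 0 lower without SIO replicate 1 or without SIO replicate 2. Glycolysis gave 2 higher and 18 lower without SII replicate 1, 2 higher and 20 lower without SII replicate 2, and 0 higher and 0 lower without SIO replicate 1 or without SIO replicate 2, and the tricarboxylic acid cycle 2 higher and 9 lower without SII replicate 1, 3 higher and 11 lower without SII replicate 2, and 0 higher and 0 lower without SIO replicate 1 or without SIO replicate 2. JGI 555234 was not called with a pseudocount of 0.1, with median-ratio scaling, without the mean-variance trend, with the length trend removed or by limma-voom on recovered reads. JGI 532964 was not called with median-ratio scaling or with the length trend removed. Removal of the length trend and limma-voom were chosen after seeing the data.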

The top three enriched pathways in downregulated genes were involved in biosynthesis of secondary metabolites (tml01110), biosynthesis of amino acids (tml01230), and glycolysis/gluconeogenesis (tml00010).

### Expression of carbohydrate active enzyme genes

Among 350 carbohydrate active enzyme (CAZy) genes^10^, 114 were differentially expressed, accounting for 32.6% (Supplemental Table S9), among which 62 were upregulated. The highest number of CAZy genes was in the glycoside hydrolase family (GHs, 161, 65 of which are DEGs), the second highest number was in the glycosyl transferase family (GTs, 68, 15 DEGs), the third was in the auxiliary activity family (AAs, 51, 13 DEGs), followed by the carbohydrate binding module family (CBMs, 34, 12 DEGs), polysaccharide lyase family (PLs, 20, 5 DEGs), and carbohydrate esterase family (CEs, 16, 4 DEGs) (Fig. 4 and Supplemental Table S9). 

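Among glycosyltransferases the largest rise was in JGI 566905, annotated as similar to chitin synthase 2, an enzyme of the fungal cell wall (1549 ± 156 FPKM in SII and 5.85 ± 1.97 FPKM in SIO, SD, n = 2 libraries per area, log2 fold change 7.85, standard error 0.25, adjusted p = 9.5e-04). Of 42 glycosyltransferase genes tested, 3 were higher and 1 lower (2 higher and 1 lower when adjusted over the list alone), and no difference from other genes was detected for the list (adjusted p = 0.210 from limma camera). The glycosyl transferase JGI 536025 was lower, with a log2 fold change of -2.47. List counts were 7 higher and 4 lower without SII replicate 1, 8 higher and 6 lower without SII replicate 2, and 1 higher and 0 lower without SIO replicate 1 or without SIO replicate 2, the call left without an SIO replicate being JGI 566905.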

Among genes upregulated in SII, one CBM family glycoside hydrolase gene (JGI 571377) had an FPKM value greater than 1000. 

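The carbohydrate esterase-like JGI 571377 was higher in SII (1373 ± 393 FPKM in SII and 107 ± 13.8 FPKM in SIO, SD, n = 2 libraries per area, log2 fold change 3.65, standard error 0.26, adjusted p = 0.00268). Among genes lower in SII, the ricin B-like lectin JGI 534286 was at 1909 ± 1023 FPKM in SII and 13454 ± 1743 FPKM in SIO (log2 fold change -2.92, standard error 0.45, adjusted p = 0.00937). The pyranose oxidase JGI 512223 was at 291 ± 12.1 FPKM in SII and 4831 ± 206 FPKM in SIO (log2 fold change -4.05, standard error 0.17, adjusted p = 0.00125), and the alpha-1,4-glucan lyase JGI 604718 was at 139 ± 72.2 FPKM in SII and 1406 ± 128 FPKM in SIO (log2 fold change -3.42, standard error 0.40, adjusted p = 0.00566). The glycosyl transferase JGI 488814, annotated as a glycogen phosphorylase, was at 125 ± 137 FPKM in SII and 1072 ± 78.5 FPKM in SIO (log2 fold change -3.73, standard error 0.99, adjusted p = 0.0358) and was not called. All of these calls were lost without SIO replicate 1, and all but that of JGI 512223 without SIO replicate 2. JGI 534286 was not called with a pseudocount of 0.1, with median-ratio scaling or with the length trend removed. JGI 488814 was called at an adjusted p under 0.05 and with a weight per library. It was also called without either SII replicate, where the variance comes from the SIO libraries alone. The weights were equal within each area, as 2 libraries per area force them to be, at 0.36 in SII and 2.81 in SIO. Removal of the length trend and the weight per library were chosen after seeing the data.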

Among the downregulated genes for SII, ricin B-like lectins of the CBM family (JGI 534286), pyranose oxidase (JGI 512223) of the AAs family, alpha-1, 4-glucan lyase (JGI 604718) of the GHs family, and glycosyl transferase (JGI 488814) of the GTs family had FPKM values greater than 1000 (Supplemental Table S9). The sum of FPKM values of JGI 534286 and JGI 512223 accounted for more than half of the total FPKM value in SIO (Supplemental Fig. S4), indicating that these two genes play an important role in mycelial cells.

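JGI 534286 and JGI 512223 made up most of the FPKM of the 208 carbohydrate-active genes considered here in the hyphal area. This is not the paper's full CAZy set. Within the glycoside hydrolase and glycosyltransferase lists and the CAZy genes the paper names, their share was 64.4% ± 1.66 (SD, n = 2) in SIO and 13.7% ± 6.22 (SD, n = 2) in SII. The paper's sum (Supplemental Fig. S4) is over differentially expressed CAZy genes only. Within the 76 of the 208 genes that the authors call, the share was 74.1% ± 1.10 in SIO and 18.9% ± 8.35 in SII. Within all genes it was 2.29% ± 0.189 in SIO and 0.239% ± 0.112 in SII.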

**Figure 4:**
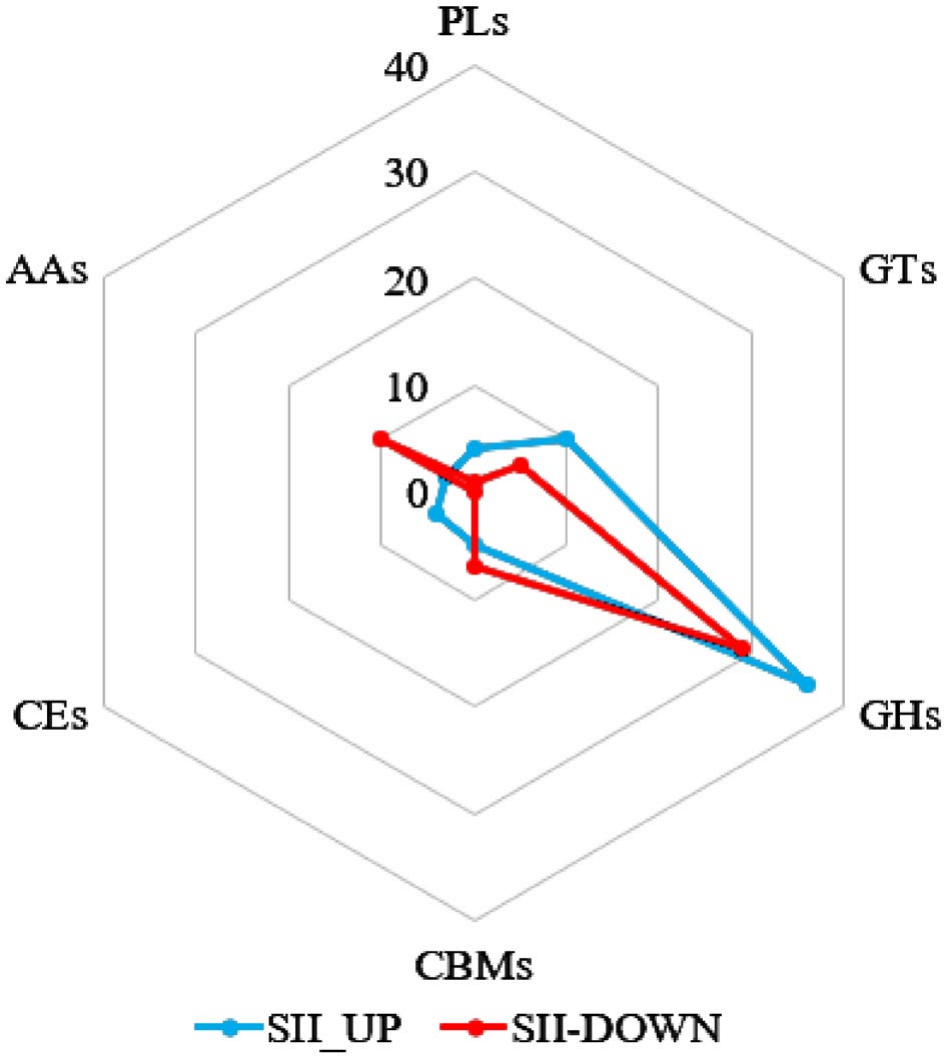
Radar chart showed DEGs numbers of each classes in CAZy familys. Total DEGs statistics in each CAZy family are shown with a radar chart. The dot in the radar axis represents the number of DEGs, and detailed information is shown in Table S9. Blue and red dots indicate UP and DOWN group in the SII sample, respectively. AA: Auxiliary Activity Family, CEs: Carbohydrate Esterase Family, CBMs: Carbohydrate-Binding Module Family, GHs: Glycoside Hydrolase Family, GTs: Glycosyl Transferase Family, PLs: Polysaccharide Lyase Family.

### Expression analysis of genes encoding antioxidant enzymes

Sclerotial metamorphosis is believed to be induced by oxidative stress^11^. When cells are subjected to oxidative stress, antioxidant systems directly eliminate ROS. Superoxide dismutase (SOD) can eliminate superoxide anions (O_2_^−^) and produce H_2_O_2_, which is then eliminated by catalase, peroxiredoxin, and glutathione peroxidase (GPX). All 28 genes related to H_2_O_2_ metabolism are expressed in both SII and SIO, and half of them were DEGs (Supplemental Table S10). 

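Of the 3 genes that the study counts as superoxide dismutases and picked from these libraries, sod8 was higher in SII (36.4 ± 11.9 FPKM in SII and 2.67 ± 0.151 FPKM in SIO, SD, n = 2 libraries per area, log2 fold change 3.31, standard error 0.28, adjusted p = 0.00355) and sod7, annotated as a superoxide dismutase copper chaperone, lower (8.10 ± 2.38 FPKM in SII and 48.3 ± 2.51 FPKM in SIO, log2 fold change -2.46, standard error 0.25, adjusted p = 0.00441). The most abundant, sod3 (JGI 538428), was at 111 ± 70.7 FPKM in SII and 721 ± 7.18 FPKM in SIO (log2 fold change -2.86, standard error 0.49, adjusted p = 0.0116) and did not pass the threshold. It was called lower without either SII replicate, but the variance then comes from the SIO libraries alone, so this is no support. The 3 genes were not called without SIO replicate 1 or without SIO replicate 2. The gene sod3 was called with a replicate block, though nothing says that same-numbered samples share dishes. It was also called with a weight per library, chosen after seeing the data.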

Among DEGs related to H_2_O_2_ production (Fig. 5), *sod3* and *sod7* were downregulated, but *sod8* was upregulated in SII. Meanwhile, only the *sod3* gene was highly expressed. Catalase, thioredoxin, and peroxiredoxin are enzymes capable of directly reducing peroxides^12^. 

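Catalase genes, whose products break down H2O2, differed in direction. The abundant cat2 was higher in SII (1477 ± 238 FPKM in SII and 341 ± 54.7 FPKM in SIO, SD, n = 2 libraries per area, log2 fold change 2.11, standard error 0.22, adjusted p = 0.00473), as was cat1 (64.2 ± 4.56 FPKM in SII and 3.01 ± 0.325 FPKM in SIO, log2 fold change 4.02, standard error 0.18, adjusted p = 0.00142), and glutathione peroxidase gpx had a log2 fold change of 1.80. The catalase cat4 was lower, with a log2 fold change of -1.34. Of 11 scavenging genes, which the study chose on these libraries, 4 were higher, 3 lower and 4 not called. Counts were 5 higher and 2 lower with median-ratio scaling. Among fits chosen after seeing the data, they were 5 higher and 1 lower with the length trend removed and 5 higher and 6 lower with a weight per library. The 11 genes were called without either SII replicate, where the variance comes from the SIO libraries alone. They were not called without SIO replicate 1 or without SIO replicate 2. The gene cat4 was not called with median-ratio scaling or with the length trend removed.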

There were 11 DEGs (Supplemental Table S10), with 5 and 6 genes up- and downregulated, respectively (Fig. 5 and Table S10). Mitochondrial peroxiredoxin *prx1* (JGI 508413) showed the highest downregulation in SII was compared with SIO (fold of − 4.05 and Q value of 9.8046E^−24^). 

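Mitochondrial peroxiredoxin prx1 was at 30.0 ± 32.3 FPKM in SII and 505 ± 74.5 FPKM in SIO (SD, n = 2 libraries per area), with 7.10 FPKM in SII replicate 1 and 52.8 in SII replicate 2 (log2 fold change -4.59, standard error 0.93, adjusted p = 0.0178). It did not pass the threshold. Its log2 fall was 3.23 without SII replicate 1 and 5.96 without SII replicate 2. It passed there, but the variance then comes from the SIO libraries alone, so this is no support. The gene prx1 was called with a replicate block and with a weight per library, the last chosen after seeing the data.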

As showed in Fig. S5, total FPKM value of *sod* DEGs in SIO was higher than in SII. However, *cat* and other DEGs encoding enzymes for H_2_O_2_ elimination have a much higher total FPKM value in SII than that of SIO.

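Summed over the 3 sod genes, FPKM was 155 ± 61.1 in SII and 772 ± 9.54 in SIO (SD, n = 2; exact two-sided permutation test, p = 0.33, the smallest p that 2 against 2 allow). Over the 11 scavenging genes it was 2706 ± 185 in SII and 2275 ± 76.3 in SIO (exact permutation p = 0.33). From the trend of the total expression of both groups (Supplemental Fig. S5), the paper reasons that the H2O2 concentration would be higher in the hyphal region. It also cites an earlier study in which H2O2 accumulated in the hyphal area, and it proposes that sod3 and cat2 matter most. The scavenging sum rests on cat2: without it the sums were 1229 ± 53.2 in SII and 1934 ± 131 in SIO, the opposite direction. Without sod3 the production sums were 44.5 ± 9.57 in SII and 51.0 ± 2.36 in SIO (exact permutation p = 0.67).

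**Figure D2:**
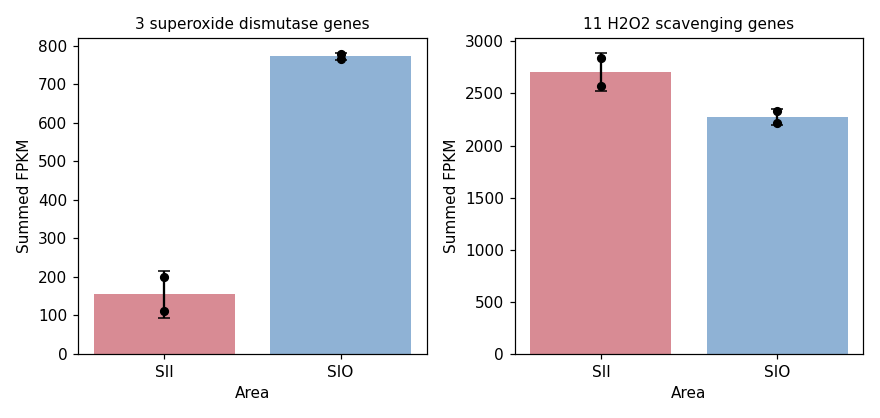
Summed FPKM of the 3 superoxide dismutase genes (left) and the 11 H2O2 scavenging genes (right) in SII and SIO. Bars are means of 2 libraries with SD, and points are the single libraries; the sod sum is lower in SII and the scavenging sum higher in both SII libraries.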

**Figure 5:**
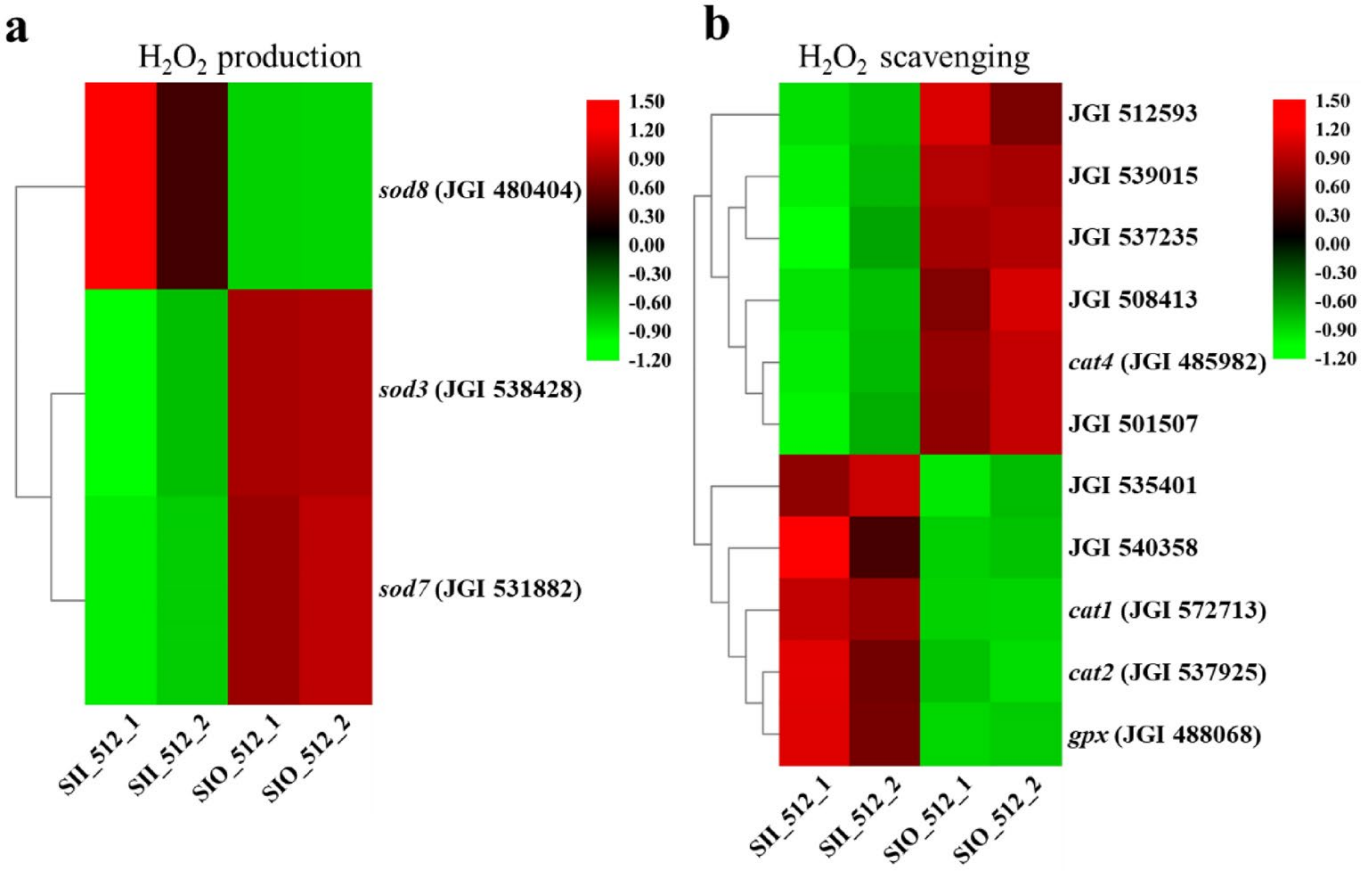
Expression level of DEGs related to H_2_O_2_ metabolism. (**a**) Expression of DEGs related to H_2_O_2_-production. (**b**) Expression of DEGs related to H_2_O_2_-scavenging.

Trehalose has been reported to protect cells against oxygen radicals^13^. The gene encoding for putative trehalose synthase (JGI 478274) was upregulated by 5.85-fold (Q value of 1.24E^−54^) in SII compared with SIO (Supplemental Table S11). 

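The gene for trehalose synthase, JGI 478274, was higher in SII (134 ± 26.6 FPKM in SII and 1.01 ± 0.270 FPKM in SIO, SD, n = 2 libraries per area, log2 fold change 6.06, standard error 0.23, adjusted p = 0.00112). It was called without each library in turn.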

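The pyridoxine biosynthesis gene JGI 481444 was lower in SII (8.44 ± 4.73 FPKM in SII and 55.3 ± 11.0 FPKM in SIO, SD, n = 2 libraries per area, log2 fold change -2.66, standard error 0.42, adjusted p = 0.00961). This call was lost without SIO replicate 1 and without SIO replicate 2. JGI 481444 was not called with a pseudocount of 0.1, with median-ratio scaling, with quantile normalization, without the mean-variance trend or with the length trend removed, the last chosen after seeing the data.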

Vitamin B6 prevents oxygen radical generation and lipid peroxidation caused by H_2_O_2_ in cells^14^, and vitamin B6 biosynthesis gene (JGI 481444) were downregulated (− 2.77 and 3.44E^−09^) (Supplemental Table S11).

### Differential expression of genes encoding heat shock proteins

Molecular chaperones (heat shock proteins, HSP) can make the protein fold correctly, prevent protein denaturation, and restore its original spatial conformation and biological activity^15,16^. All 31 HSP genes in the reference genome^10^ were detected in samples, 18 of which showed differential expression. Except for two members of the hsp70 family, all genes upregulated in SII were small HSPs (marked with red dots in Fig. 6a). 

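Of 10 tested genes of small heat shock proteins, 8 were higher and 0 lower in SII (8 higher and 0 lower when adjusted over the list alone). By limma camera, the set had adjusted p = 1.4e-05 with a preset correlation and adjusted p = 0.563 with an estimated correlation. The Hsp12 gene JGI 608569 was at 7663 ± 537 FPKM in SII and 22.5 ± 5.52 FPKM in SIO (SD, n = 2 libraries per area), and the other 2 Hsp12 genes had log2 fold changes of 7.50 and 7.47. In the further SIO library, not used here, the scaled count of JGI 608569 was 2674, against 263 and 392 in SIO replicates 1 and 2. Its mean in SII was 115488. The other 2 Hsp12 genes were also higher in the further library than in both SIO replicates. With it, the spread of these genes in SIO would be larger than given here. The Hsp20 genes JGI 574167 and JGI 535891 had log2 fold changes of 6.94 (standard error 0.59) and 6.56 (standard error 0.59). Among the 21 HSP genes outside this list, 5 were higher and 3 lower, the 31 genes being the paper's. Those that rose include the ER chaperone BiP, with a log2 fold change of 2.09, Hsp104 with 2.65 and Hsp10, JGI 501639, with 2.06. List counts for the small ones were 9 higher and 0 lower without SII replicate 1, 9 higher and 0 lower without SII replicate 2, and 3 higher and 0 lower without SIO replicate 1 or without SIO replicate 2; those left are the 3 Hsp12 genes. Of the genes outside the list, 0 were called without SIO replicate 1 or without SIO replicate 2.

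**Figure D3:**
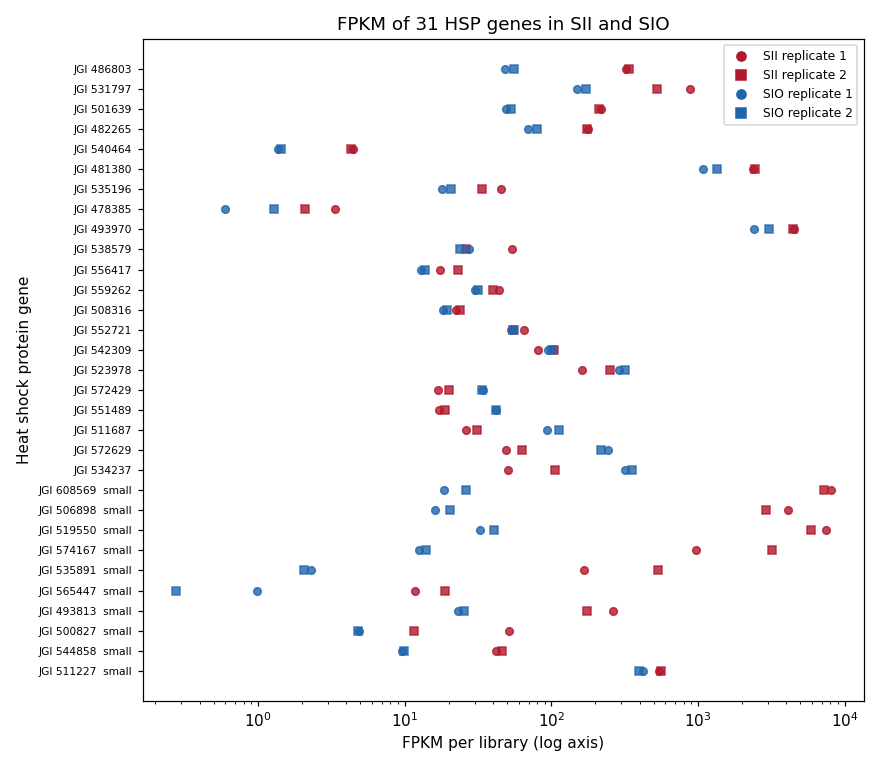
FPKM (log axis) of 31 HSP genes in each library, SII in red and SIO in blue, with small HSPs marked. The 3 Hsp12 genes lie above 1000 FPKM in both SII libraries and below 100 FPKM in both SIO libraries.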

JGI 535891, 608569, and 574167 showed the highest fold change (more than 6) (Supplemental Table S12). Genes encoding HSP with large molecular weights (marked with green dots in Fig. 6a) were downregulated in SII, and JGI 534237 showed the top1 fold change (−2.06 and 3.16E^−08^). 

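Among HSP genes other than the Hsp12 and Hsp20 genes, 3 were called lower in SII, with log2 fold changes of -2.04, -1.82 and -1.18. With median-ratio scaling 2 were called lower, as with the length trend removed, chosen after seeing the data. JGI 534237, an Hsp70 chaperone, was at 78.2 ± 39.0 FPKM in SII and 337 ± 28.3 FPKM in SIO (SD, n = 2 libraries per area, log2 fold change -2.18, standard error 0.38, adjusted p = 0.0124) and did not pass. Its log2 fold change was -1.66 without SII replicate 1 and -2.71 without SII replicate 2. It passed there, but the variance then comes from the SIO libraries alone. The 3 calls were lost without SIO replicate 1 or without SIO replicate 2. JGI 534237 was called with a replicate block and with a weight per library, the last chosen after seeing the data.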

Expression of several *hsp* genes was verified by RT-PCR (Fig. 6b and Table S12), and the original figures are shown in Fig. S7.

**Figure 6:**
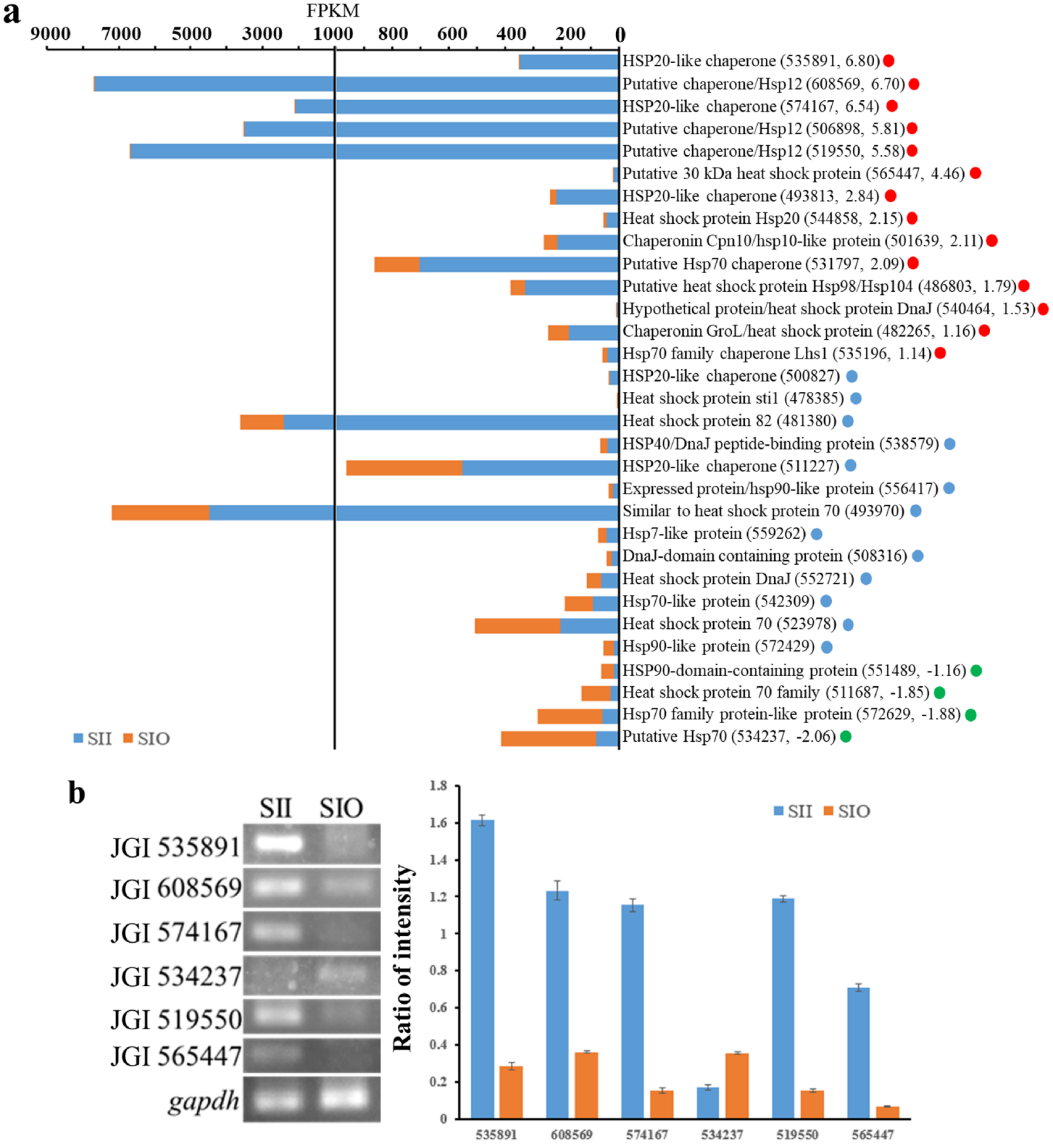
Expression levels of *hsp* genes. (**a**) FPKM of *hsp* genes in SII and SIO samples. Blue and orange bars indicate FPKM of genes in SII and SIO, respectively. Up-regulated genes were labeled as red dots followed by gene name, blue dots were non-DEGs, and down-regulated genes were labeled as green dots. The number in the bracket indicates the gene number of JGI log2 (Fold Change) value. (**b**) Expression of several *hsp* genes verified by RT-PCR. Constitutive *gapdh* served as the control. Intensity ratio indicated *hsp* gene expression versus *gapdh* expression. Error bars indicate standard deviation.

### Gene expression related to H_2_O_2_-induced signal pathway

In response to oxidative stress, relevant signaling pathways and transcription factors begin to be activated, further enhancing the antioxidant capacity of cells^17,18^. It was reported that MAPK and cAMP pathways are the main signaling pathways of H_2_O_2_ response in filamentous fungi^11^, and the expression of related genes was analyzed. Among cell membrane receptor genes encoding histidine kinases (*mak1*, *sln1*) and G protein-coupled receptors (*gpcr*), only the transcription level of *gpcr* was significantly different (Supplemental Table S13). There were differences in transcription levels of MAPK pathway-related genes (*fus3*, *mcs4*), but no difference was observed for most of them (*hog1*, *spm1*, *mpr*, *cdc25*, *pka-c1*, *pka-c2*, *pka-r*, *ac*) (Supplemental Table S13). 

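None of the 4 signalling genes with a gene number in the paper's figures or primer table passed the threshold, and all had fold changes below 0. The MAP kinase fus3 was at 275 ± 118 FPKM in SII and 764 ± 13.0 FPKM in SIO (SD, n = 2 libraries per area, log2 fold change -1.54, standard error 0.33, adjusted p = 0.0211), and the receptor gene gpcr at 21.1 ± 6.94 FPKM in SII and 48.5 ± 8.03 FPKM in SIO (log2 fold change -1.19, standard error 0.29, adjusted p = 0.0279). The histidine kinase sln1 had a log2 fold change of -1.17 (adjusted p = 0.0548). At an adjusted p under 0.05, fus3 and gpcr were called lower. Some of the 4 were called lower without an SII replicate, where the variance comes from the SIO libraries alone. The gene fus3 was called with a weight per library, chosen after seeing the data.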

The activated signaling pathway regulates transcription factors; however, there was no differential expression between SII and SIO among the potential downstream transcription factors, including *msn2*, *yap1*, *prr1*, *pap1*, and *atf1* (Supplemental Table S13). 

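The transcription factor gene msn2 was at 118 ± 16.9 FPKM in SII and 147 ± 8.89 FPKM in SIO (SD, n = 2 libraries per area), and no difference was detected (log2 fold change -0.32, standard error 0.17, adjusted p = 0.188).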

Expression levels of some genes were verified by qRT-PCR, as shown in Fig. S6a.

It has been reported that transcription factor MSN2 can activate genes in response to several environmental and metabolic cues, including H_2_O_2_, heat, osmotic, and acidic stresses^19,20^ in *Saccharomyces cerevisiae*. Using BLASTP in the *M. importuna* genome with the sequences of target genes of MSN2 in *S. cerevisiae*^21^, homologous proteins were obtained and the expression levels of target genes were analyzed. Compared with that in SIO, expression levels of more than half of the target genes of MSN2 were significantly differentially expressed (Fig. 7a and Supplemental Table S14) in SII. 

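Targets of MSN2 moved in both directions. Of 27 target genes, 5 were higher, 6 lower and 16 not called. Counts were 5 higher and 2 lower with median-ratio scaling. They were 5 higher and 2 lower with the length trend removed and 5 higher and 12 lower with a weight per library. Higher were hsp12 (2073 ± 593 FPKM in SII and 23.9 ± 1.5 FPKM in SIO, SD, n = 2 libraries per area, log2 fold change 6.35, standard error 0.25, adjusted p = 0.00112), tfs1 (log2 fold change 4.06), the small heat shock protein gene hsp42 (3.33), pil1 (1.79) and the vacuolar protease gene pep4 (3097 ± 50.9 FPKM in SII and 1150.4 ± 6.48 FPKM in SIO, log2 fold change 1.43, standard error 0.18, adjusted p = 0.00624). Lower were the transketolase tkl2 (-3.25), ugp1 (-2.28), ola1 (-1.89), uba1, cat4 and grx1. Among those not called, ara1 had a log2 fold change of -4.03 (adjusted p = 0.0126) and ald5 of -2.44 (adjusted p = 0.0394). Calls numbered 17 without SII replicate 1 or without SII replicate 2, and 1, hsp12, without SIO replicate 1 or without SIO replicate 2. The genes cat4, tkl2 and ugp1 were not called with median-ratio scaling or with the length trend removed. The gene pep4 was not called with quantile normalization or with the length trend removed. The gene grx1 was not called with median-ratio scaling. The gene uba1 was not called with the length trend removed. The gene ald5 was called with a weight per library. The gene ara1 was called with a replicate block, by limma-voom on recovered reads and with a weight per library. Removal of the length trend, limma-voom and the weight per library were chosen after seeing the data.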

Expression levels of some genes (*ald5*, *ara1*, *hsp42*, *tfs1*) revealed by qRT-PCR, as shown in Fig. 7b, confirmed transcriptome analysis results. Promoter sequences up to 2.0 kb upstream from the translation start site of each target gene of MSN2 were scanned using PlantCare program (http://bioinformatics.psb.ugent.be/webtools/plantcare/html/) for the identification of cis-acting regulatory elements. Over ten kinds of cis-elements for each target gene and CAAT-box, STRE (stress response promoter element, AGGGG or CCCCT), and Unnamed_4 (CTCC) motifs were present in the promoters of all target genes (Table S15). STRE cis-element distribution within 2 kb upstream of the DEGs among the MSN2 target genes is shown in Fig. 7c and 3–15 STRE copies are presented. Generally, DEGs of MSN2 target genes were mainly involved in metabolism, response to DNA replication, and oxidative stress. The FPKM value of most DEGs in SII or SIO was more than 100, which were highly expressed genes. Four of these DEGs have FPKM values greater than 1000, including *ald5* (mitochondrial aldehyde dehydrogenase), involved in the regulation or biosynthesis of electron transport chain components and acetate formation^22^, and *ugp1* (UDP-glucose pyrophosphorylase), involved in a wide variety of metabolic pathways and oxidative stress resistance^23,24^, *pep4* (vacuolar aspartyl protease), required for post-translational precursor maturation of vacuolar proteinases and important for protein turnover after oxidative damage^25^, and *hsp12*, involved in maintaining organization during stress conditions^26^.

**Figure 7:**
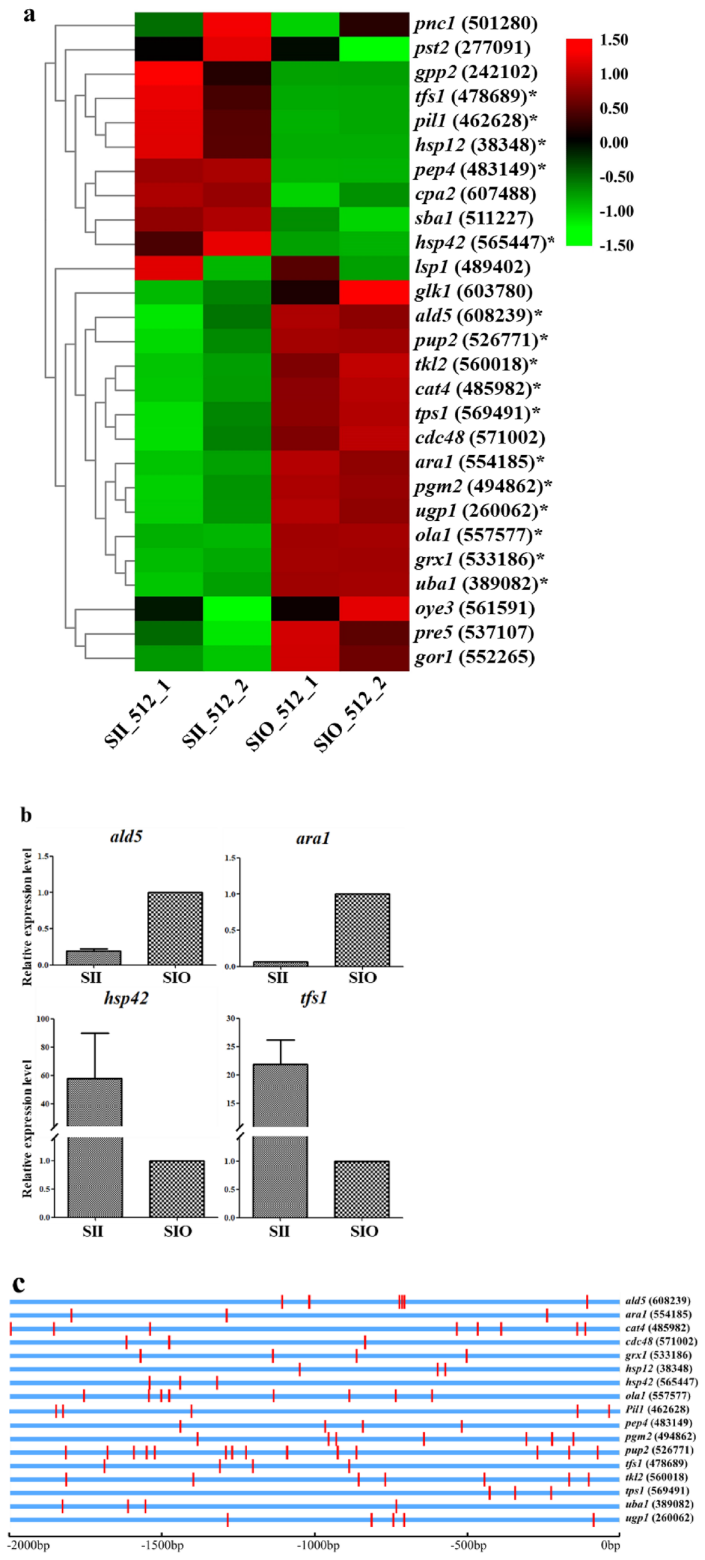
Analysis of transcriptional factor MSN2 target genes. (**a**) Heatmap of MSN2 target gene expression levels. Asterisk (*) indicates DEGs. The number in the bracket indicates the gene number of JGI. (**b**) Relative expression levels of some DEGs of MSN2 target genes revealed by qRT-PCR. (**c**) Position of STRE in promoter of DEGs in MSN2 target genes. Vertical red bands indicated STRE.

## Discussion

The imbalance of ROS metabolism leads to high stress and different cellular responses, including signaling, detoxification, cell cycle arrest, and apoptosis^27^. ROS play an important regulatory role in the formation of fungal sclerotia^7^. A significant difference in the morphology and levels of ROS between the cells of SII and SIO was first reported in *M. importuna*^9^. In this study, sclerotia response to ROS and sclerotial formation regulating mechanisms by H_2_O_2_-induced pathway at a genome-wide scale at the SI stage of *M. importuna* were analyzed. Sclerotial cells showed stronger ability for stress resistance, whereas mycelial cells showed vigorous primary metabolism. Transcription factor MSN2 in H_2_O_2_-induced pathway showed an enhanced regulating ability on stress response in SII. This data indicated that ROS resistance in cells was closely related to sclerotial initiation.

### Stress resistance ability in sclerotial cells was stronger

More than 3, 000 DEGs were identified, indicating that different morphological differentiation between hyphal and sclerotial cells at the same SI stage was accompanied by the differential gene expression. The top 20 enriched GO terms of down-regulated genes (SII vs SIO) were mainly related to primary metabolism and catalytic activity. It was reported that turgor which drove mass flow^28^ in mycelia was higher than in sclerotial at SI stage, consistent with vigorous metabolic characteristics in the hyphae area from GO and KEGG analyses, including carboxylic acid metabolic process (GO: 0019752), metabolic process (GO: 0008152), biosynthesis of secondary metabolites (tml01110) and fructose and mannose metabolism (tml00051).

Enriched GO terms of up-regulated genes were mainly related to the transcription process, fundamental biochemical processes, and carbohydrate metabolism. 

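Of 29 tested DNA replication genes, 4 were higher and 0 lower in SII (4 higher and 0 lower when adjusted over the list alone). For the list, limma camera gave adjusted p = 0.0103 with a preset correlation and adjusted p = 0.563 with an estimated correlation. PCNA, the sliding clamp of DNA polymerase (JGI 604227), was at 169.9 ± 6.15 FPKM in SII and 44.5 ± 0.986 FPKM in SIO (SD, n = 2 libraries per area, log2 fold change 1.91, standard error 0.14, adjusted p = 0.00282), and the replication licensing factor JGI 496170 had a log2 fold change of 1.24. Of 46 DNA repair genes, 3 were higher and 3 lower (0 higher and 0 lower when adjusted over the list alone), with no difference detected for the list (adjusted p = 0.162 from limma camera). Those higher include a DNA glycosylase, JGI 488029, and an AP endonuclease, JGI 522177, both of base excision repair, with log2 fold changes of 1.84 and 1.68. With the length trend removed, chosen after seeing the data, the repair list passed as higher (adjusted p = 0.0500). Replication gave 6 higher and 0 lower without SII replicate 1, 10 higher and 0 lower without SII replicate 2, and 0 higher and 0 lower without SIO replicate 1 or without SIO replicate 2, and repair 7 higher and 6 lower without SII replicate 1, 11 higher and 6 lower without SII replicate 2, and 0 higher and 0 lower without SIO replicate 1 or without SIO replicate 2. JGI 488029 was not called by limma-voom on recovered reads, chosen after seeing the data.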

KEGG pathway analysis showed that DNA replication (tml03030), base excision repair (tml03410), N-glycan biosynthesis (tml00510), and various types of N-glycan biosynthesis (tml00513) were in the upregulated group. The base excision repair pathway maintains genome integrity by repairing damaged DNA bases^29^. It was reported that N-glycan related pathway played an important role in quality control of protein folding^30^. These characteristics indicated that sclerotial cells showed a stronger ability to maintain intracellular stability when cells faced external stress which may lead to be out of control of DNA and proteins process.

### Characteristics of differential gene expression of SI stage cells

Different CAZy family genes play important roles in the vegetative growth or fruiting formation of *M. importuna*^4,31^. Results indicated different expression levels of the CAZy family in mycelia and sclerotium at the SI stage, among which the highest number of DEGs belonged to the GHs family. The up-regulation of GHs family members in sclerotial cells may contribute to glycoside and other substance degradation^32^, and be conducive to rapid cell expansion by changing cell wall structure during sclerotium formation. 

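Of the UDP-glycosyltransferase genes, JGI 564595 was higher in SII (92.5 ± 49.9 FPKM in SII and 1.53 ± 0.575 FPKM in SIO, SD, n = 2 libraries per area, log2 fold change 5.11, standard error 0.45, adjusted p = 0.00367), and so was JGI 534057 (56.3 ± 3.67 FPKM in SII and 22.6 ± 2.51 FPKM in SIO, log2 fold change 1.28, standard error 0.17, adjusted p = 0.00713). JGI 497672 was at 29.1 ± 19.0 FPKM in SII and 3.86 ± 0.405 FPKM in SIO (log2 fold change 2.48, standard error 0.50, adjusted p = 0.0175), which did not pass. It passed without either SII replicate, but the variance then comes from the SIO libraries alone. None of these 3 passed without SIO replicate 1 or without SIO replicate 2. JGI 497672 was called with a replicate block and with a weight per library, the last chosen after seeing the data.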

There were four DEGs of UDP-glycosyltransferase in the GTs family, and three of them (JGI 564595, 497672 and 534057) were upregulated in sclerotium. UDP-glycosyltransferase gene expression was correlated with mitosis and was strongly induced in dividing cells in pea and alfalfa^33^. It has also been reported that UDP-glycosyltransferase expression decreased under hydrogen peroxide stress in *Populus tomentosa*^34^. Additionally, some genes related to antioxidants were highly expressed in the mycelium region, including vitamin B6 biosynthesis gene (JGI 481444), while others were highly expressed in the sclerotia region, including putative trehalose synthase encoding gene (JGI 478274). This indicated that there were differences in mycelial and sclerotial cell response to ROS stress.

### Many cells of SII were in G2 phase

Approximately 3% of genes were uniquely expressed in sclerotial or hyphal cells, but most genes had very low expression levels with unknown function. It is worth highlighting that G2-specific kinase (JGI 604040) is one of the uniquely expressed genes in SII, indicating that many cells of sclerotium at the SI stage are in G2 phase. 

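The G2-specific kinase gene JGI 604040 was detected almost only in SII, at a low level (4.02 ± 0.221 FPKM in SII and 0.0661 ± 0.0620 FPKM in SIO, SD, n = 2 libraries per area, log2 fold change 2.24, standard error 0.17, adjusted p = 0.00311). Of 20 tested genes of cyclins and mitotic kinases, 1 was higher and 1 lower (1 higher and 1 lower when adjusted over the list alone), with no difference detected for the list (adjusted p = 0.880 from limma camera). The member called lower, JGI 563852, is annotated as a ribosome recycling factor. The list gave 1 higher and 2 lower without SII replicate 1, 3 higher and 2 lower without SII replicate 2, and 0 higher and 0 lower without SIO replicate 1 or without SIO replicate 2.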

The G2 phase is the anaphase of DNA synthesis, which is the preparatory phase of mitosis. During this period, DNA synthesis was stopped and large amounts of RNA and proteins were synthesized. In the SD period after the SI stage, sclerotial cell numbers increased greatly, requiring many cell proliferation and material preparation. This was consistent with the GO analysis of the DEGs. In the SII samples, many RNA-related GO terms were annotated by highly expressed genes. G1/S-specific cyclin *pcl5* (JGI 42090) was upregulated in hyphae compared with sclerotia, indicating that cells in the hyphae area were in the G1/S phase. 

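The G1/S-specific cyclin gene pcl5 was at 21.5 ± 11.1 FPKM in SII and 48.3 ± 1.20 FPKM in SIO (SD, n = 2 libraries per area, log2 fold change -1.23, standard error 0.38, adjusted p = 0.0548) and did not pass the threshold. Of the libraries left out in turn, it passed without SII replicate 1, where the variance comes from the SIO libraries alone. Its FPKM was 29.3 in SII replicate 1 and 13.6 in SII replicate 2.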

Results matched the characteristics of hyphal cells in which metabolism was vigorous. There are subjective differences in morphological observations among different researchers. Therefore, in-depth study of uniquely genes and their expression levels at different stages can be considered to serve as the gold standard for the classification of sclerotia development stage.

### sHsps play an important role in sclerotial formation

Analysis of HSPs revealed that 9 of the 14 upregulated genes were small HSPs^35^ (sHSPs). The top1 of log_2_ (Fold Change) value was JGI535891 (fold of 6.80, Q value of 1.08E^−3^), one of the Hsp20 family members reported to be involved in ROS detoxification in *Methanospirillum hungatei*^36^, and the reduction of ROS accumulation in mice^37^. Second, JGI 608569 (fold of 6.70, Q value of 1.3015E^−69^) from the Hsp12 family was found, which played a role in maintaining plasma membrane integrity during oxidative stress^38^. Hsp10 (JGI 501639) was in up-regulated group, and reported to stabilize catalytic subunit of DNA polymerase-α^39^. Hsp104, that played a role in external stress tolerance^40^, was also up-regulated. Members of the Hsp70 family reported to play a role in initial folding of nascent polypeptide and ATPase activity^41^, showed both up and down-regulation. Only one Hsp90 was found in down-regulated genes, and it controlled yeast to mycelium dimorphism in *Paracoccidioides brasiliensis*^42^. Hsp70-Hsp90 chaperone cascade preference in protein folding was reported in eukaryotic cells^43^. Only four macromolecules *hsp* genes were down regulated in SII vs SIO, i.e. these genes were up-regulated in mycelial cells. These macromolecules *hsp* genes may play a role in maintaining mycelium cell stability under high ROS stress, but can’t promote sclerotial development. It can be concluded that sHSPs may play an important role in sclerotia formation.

### Expression levels of the H_2_O_2_ metabolism genes were consistent with H_2_O_2_ concentration distribution

Previous studies have shown that H_2_O_2_ plays an important role in regulating sclerotial formation and accumulates in *M. importuna* hyphal growth area^9^. Expression of H_2_O_2_ metabolic gene was analyzed^12,44^. Total gene expression of H_2_O_2_ production was high in mycelia, while gene expression of H_2_O_2_ scavenging was high in sclerotia (Supplemental Fig. S5). This trend would lead to a higher H_2_O_2_ concentration in the hyphae region than the sclerotium, consistent with previous reports^9^. From expression levels analysis, among the H_2_O_2_ metabolism related genes, *sod3* (JGI 538428) may play an important role in H_2_O_2_ production by mycelia, while *cat2* (JGI 537925) may be important in H_2_O_2_ scavenging by sclerotia, suggesting these two genes have a key impact at the SI stage.

### MSN2 showed enhanced regulating ability on stress response in sclerotia

Expression levels of genes related to the H_2_O_2_-induced signaling pathway were analyzed, and few differences were found between the hyphal and sclerotial cells. For genes with different expression levels, fold change was small, *gpcr* (− 1.03), *fus3* (− 1.49), and *mcs4* (− 1.37) (Supplemental Table S13). However, expression levels of MSN2 target genes were significantly different in mycelial and sclerotial regions. More than ten different cis-elements for each target gene revealed functional multiplicity of MSN2 target genes, providing insight into gene regulation. It was reported that MSN2 is a STRE-binding protein that activates STRE-regulated genes in response to stress in *Saccharomyces cerevisiae*^20^. In the present study, STRE appeared for 3–15 copies in the promoters of all MSN2 target genes in *M. importuna*, indicating that the function of MSN2 regulating gene expression in response to stress was conserved in fungi. Some target genes were highly expressed in the sclerotia, while others in mycelia. The absolute fold change value ranged from 1 to 2 in mycelia, but main up-regulation in sclerotia was between 3 and 5. High FPKM values were observed in up-regulated genes (Supplemental Fig. S6b), including as *pep4* and *hsp12*. These target genes have shown a role in stress resistance in previous reports. *pep4* is important for protein turnover after oxidative damage^25^ and can reduce accumulation of ROS in *S. cerevisiae*^45^. *tfs1* is an inhibitor of Ras GAP (Ira2p) and lipid-binding domain containing protein, and high-level expression was shown in wide type cells when faced with heat shock and hydrogen peroxide stress in *S. cerevisiae*^46^, reported to contribute to cell membrane stability^47^. *hsp42* is a player for protein homeostasis under physiological and stress conditions^48^. *hsp12* has been reported to be important in maintaining cell membrane integrity^26^ and has been found to be associated with trehalose accumulation in *S. cerevisiae*^49^. All these up-regulated genes showed anti-stress function, indicating that MSN2 enhanced stress response regulation in sclerotia by regulating these target genes. Additionally, it was suspected that the transcription factor MSN2 regulated target gene expression levels mainly through posttranslational modifications, such as phosphorylation^50^ or other factors, not only the amount of protein, which was our ongoing research.

### ROS regulated the morphogenesis of sclerotia

Transcriptome data analysis showed differential gene expression levels and metabolic characteristics between sclerotial and hyphal cells, which revealed the morphogenesis caused by different ROS stress at sclerotial initiation stage in *M. importuna*, as shown in Fig. 8. Gene expression related to H_2_O_2_-production was higher in the hyphae area (outside), while the expression of H_2_O_2_-scavenging genes was higher in sclerotial cells (inside), leading to different H_2_O_2_ concentrations in SII and SIO. Receptors in the cell membrane could receive the ROS signal, transmit it to kinases (MAPK pathway), which control transcription factor expression and their downstream genes. Expression levels of some MSN2 target genes (group A) were higher in the sclerotium (inside) than hyphae (outside), while other target genes (group B) showed opposite expression. Different morphogenesis occurred in SII and SIO: sclerotium formation in SII and hyphae growth in SIO. It has been reported that ROS concentration and response can affect root differentiation in *Arabidopsis*^51^. ROS play an important role in morphological development of sclerotia of fungi^11^. Therefore, it is of great significance to study how ROS regulate sclerotia formation in *Morchella*. Future studies entail the analysis key genes and metabolic pathways functions through genetic transformation to further reveal the molecular mechanism of ROS regulating sclerotia formation in *Morchella*.

**Figure 8:**
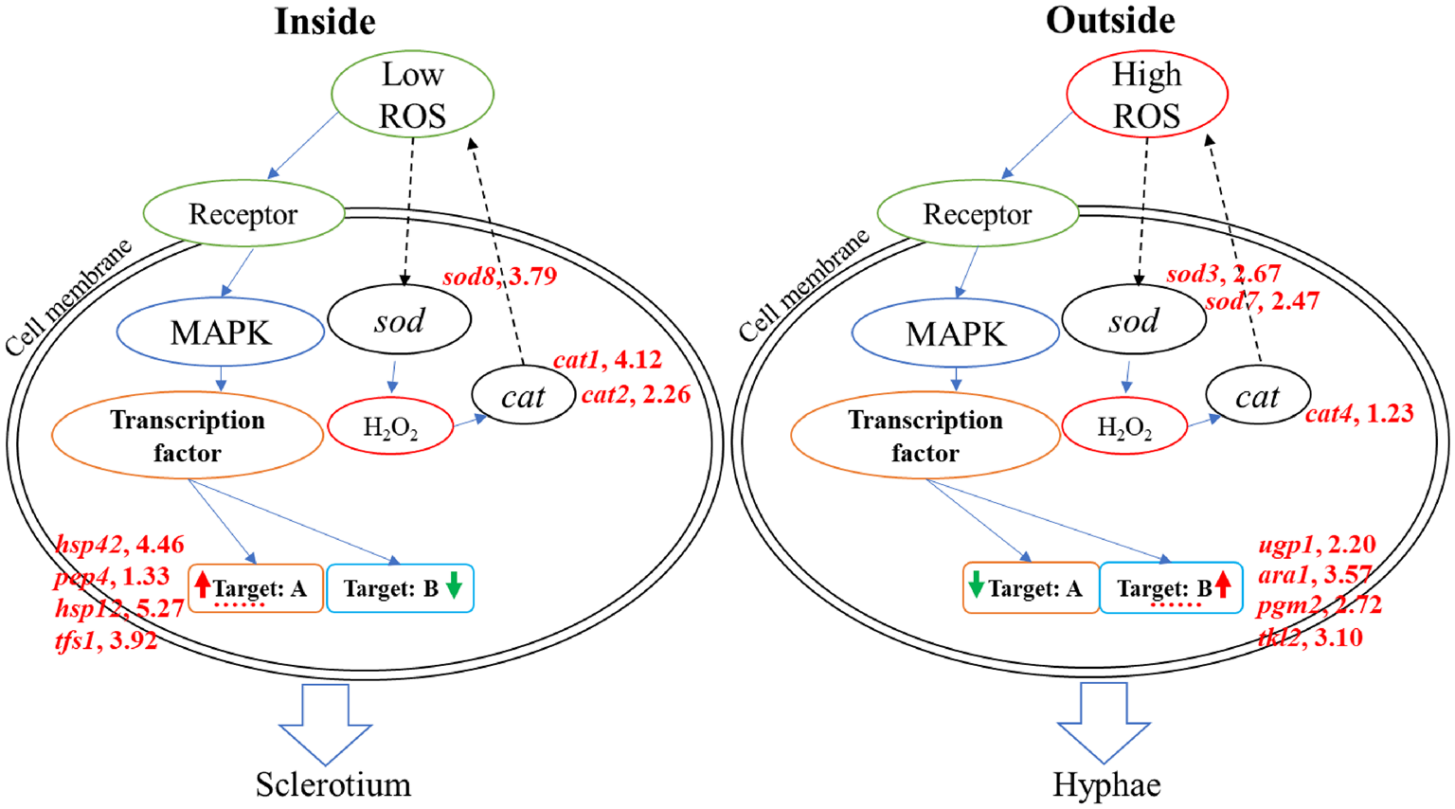
Model of morphogenesis caused by different ROS stress at sclerotial initiation stage in *M. importuna*. The receptor in the cell membranes receives signal and transmits to kinases that control the expression of transcription factors and downstream genes. Differential expression of H_2_O_2_-producing genes (*sod*) and H_2_O_2_-scavenging genes (*cat*) resulted in different H_2_O_2_ concentrations in SII and SIO. Some target genes of MSN2 (group A) showed upregulated expression in the sclerotium (inside), while others (group B) were up-regulated in hyphae (outside). Finally, Different morphogenesis (sclerotium formation in SII and hyphae growth in SIO) occurred. Genes marked with red indicated upregulation and of log2 (Fold Change) value was followed. Red and green arrows indicate upregulation or downregulation of expression, respectively. Black dotted arrows indicated unknown process. Ellipsis indicated unshown genes.

## Materials and methods

### Fungal strain, culture and morphological observation

*M. importuna* strain CGMCC 5.2196 used in this work was routinely grown at 20 °C in potato dextrose agar (PDA) medium (200 g potatoes boiled in 1000 mL distilled water, then 20 g dextrose and 18 g agar were added to 1000 mL of potato extract water) in the dark. The internal transcribed spacer (ITS1-5.8S-ITS2 of nuclear ribosomal DNA) sequence was deposited in GenBank under accession number MH005092. Morphology observations were conducted with a dissecting microscope (SMZ1500, Nikon, Minato-ku, Tokyo, Japan). Microscopic preparations were made in clear lactic acid and observed with a Nikon Eclipse 80i microscope using differential interference contrast illumination (Nikon, Minato-ku, Tokyo, Japan).

### RNA extraction and library preparation

*M. importuna* strain CGMCC 5.2196 was incubated on PDA plates at 20 °C for 4 days in the dark. Fresh mycelia were collected for RNA isolation as described in our previous report^9^. Sclerotial and hyphal cells were mechanically broken using a Microsmash disrupter (Tomy Medico, Nerima-ku, Tokyo, Japan) at 4 °C, by 4 rounds of 40-s bead-beating at 5500 rpm. Total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). Extracted RNA was then treated with RQ1 RNase-Free DNase (Promega, Madison, WI, USA).

A NanoPhotometer spectrophotometer (Implen, Baxter Avenue, Essex, UK) and an RNA Nano 6000 Assay Kit for the Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA) were used to evaluate RNA quality and concentration. Four libraries were generated using a NEB Next Ultra RNA Library Prep Kit (NEB, Ipswich, MA, USA) following the manufacturer’s recommendations.

### Transcriptome sequencing and data analysis

Library quality was assessed using an Agilent Bioanalyzer 2100 system. Paired-end 150 bp reads were sequenced using an Illumina HiSeqX-ten platform (Illumina Inc., San Diego, CA, USA) by Allwegene Technology Co., Ltd. (Haidian, Beijing, China).

Clean data was obtained by removing reads containing adapters and poly-Ns, and low-quality reads from the raw data. Clean reads were mapped to the *M. importuna* genome^10^ using TopHat v2.1.0^52^. Differential expression analysis was performed using DEGSeq R package^53^. A Q value < 0.01 and |log2 (Fold Change) |≥ 1 were set as the threshold for significantly differential expression. A heat map was generated using TBtools software (https://github.com/CJ-Chen/TBtools/releases)^54^.

Gene Ontology (GO) enrichment analysis of differentially expressed genes (DEGs) was performed using the GOseq R package^55^. KOBAS 3.0 was used to test statistical enrichment of DEGs in the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways^56,57^. Raw Illumina sequencing data was deposited in NCBI under bioproject GSE153704.

### Reverse-transcription (RT)-PCR and quantitative real-time PCR

RNA isolation and RT-PCR were performed as previously reported^9^. Gene sequences were searched from the JGI (https://genome.jgi.doe.gov/Morco1/Morco1.home.html). Oligonucleotide primers used are listed in Supplemental Table S1, and primers for *gapdh* were performed as previously reported^9^. Gel images were converted to 8-bit images, and the intensity of each band was measured using ImageJ software (http://rsb.info.nih.gov/ij). The intensity ratio of *hsp* gene expression to *gapdh* expression was calculated.

Expression levels of some genes were verified by qRT-PCR. cDNA was synthesized using HiScript III RT SuperMix (Vazyme Biotech, Nanjing, China). qRT-PCR was conducted using a CFX Connect Real-Time PCR System (Bio-Rad, Richmond, CA, USA). The 25 μL qPCR solutions contained 5 ng of cDNA, 0.1 μM primers, and 12.5 μL of SYBR qPCR Master Mix (Vazyme Biotech, Nanjing, China). *Actin* was used as an internal standard^58^. Relative gene expression levels were calculated using the 2^−ΔΔCT^ method^59^. Obtained data represented three biological replicates, with two technical replicates each.

### Ethical approval

This article does not contain any studies with human participants or animals performed by any of the authors.

## Supplementary Information

Supplementary Figures.

Supplementary Tables.

# Supplementary material for: Comparative transcriptome analysis of cells from different areas reveals ROS responsive mechanism at sclerotial initiation stage in Morchella importuna
**Source:** Sci Rep. 2021 May 3;11:9418. doi: 10.1038/s41598-021-87784-w
**Supplement:** Supplementary file 1 — Supplementary Figures.

**Scientific Reports**

**Title of the article:**

**Comparative transcriptome analysis of cells from different areas reveals ROS responsive mechanism at sclerotial initiation stage in Morchella importuna**

Qizheng Liu^1^, Guoqiang He^2^, Jinkang Wei^2^, Caihong Dong^1^*

NO.3 1st Beichen West Road, Chaoyang District, Beijing, 100101

China

OCRID: Dong Caihong 0000-0002-2558-3404

**Fig. S1**

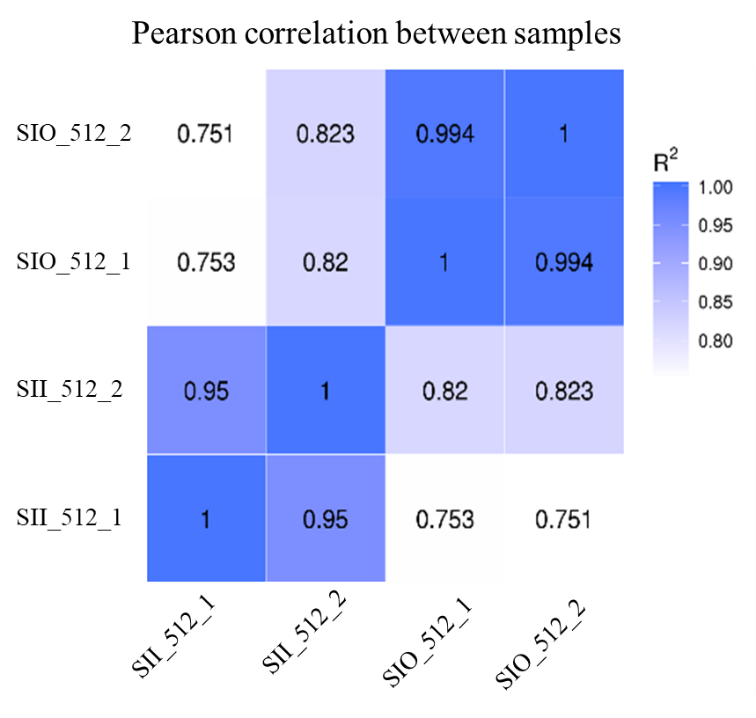

**Fig. S1** Pearson correlation analysis of sequencing data

The Pearson correlation coefficients were presented in each matrix.

**Fig. S2**

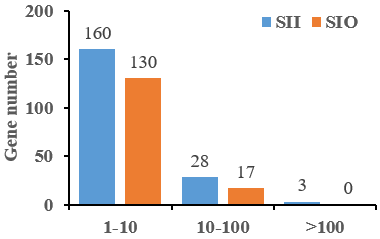

**Fig. S2** The number of unique genes with different expression levels

The X axis indicated three groups with different FPKM values (1-10,10-100 and more than 100). The numbers above the column were the number of unique genes.

**Fig. S3**

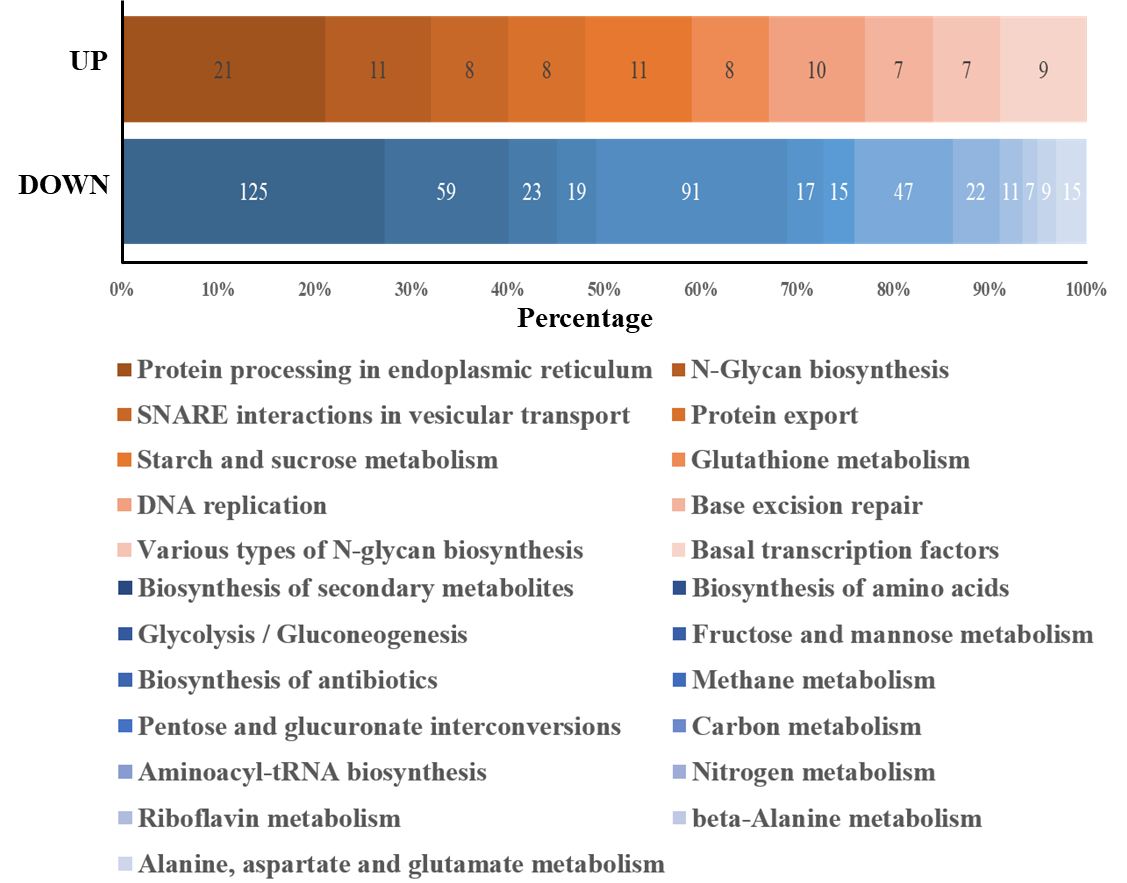

Fig. S3 The enriched KEGG pathway of DEGs compared between SIIO and SIO

‘Up’ indicated the enriched KEGG pathways of up-regulated DEGs and ‘down’ indicated enriched KEGG pathways of down-regulated DEGs. The number of genes in each KEGG pathway was indicated in the histogram. The different colors indicated the different KEGG pathways as the annotation.

**Fig. S4**

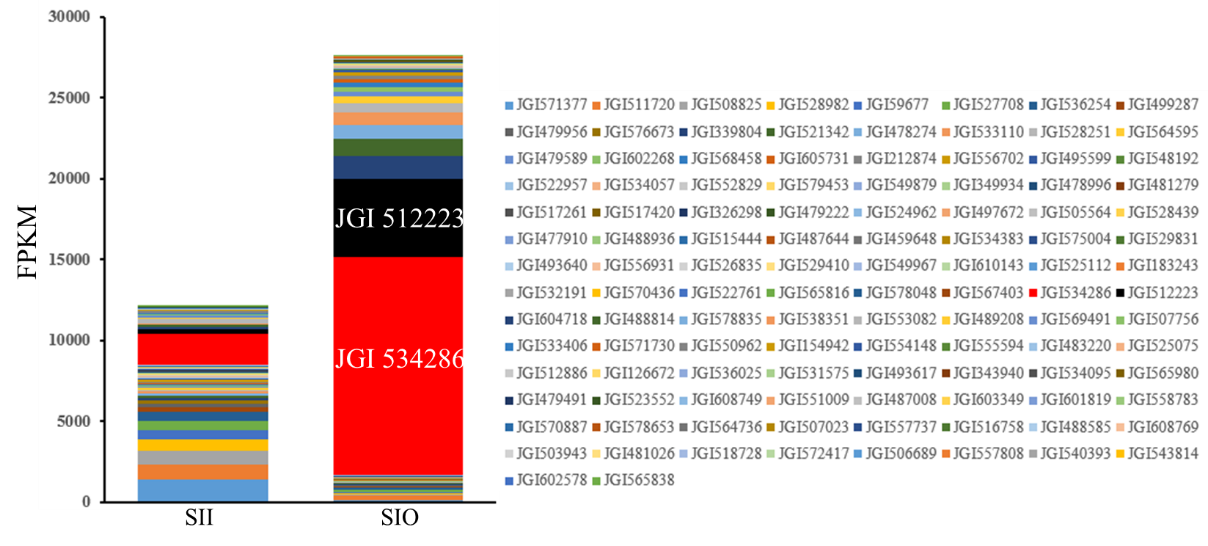

Fig. S4 FPKM values of DEGs in CAZy family

The histogram was obtained by accumulating the FPKM values of DEGs in CAZy family. Different colors represented different genes as annotation.

**Fig. S5**

Fig. S5 FPKM value of DEGs related to H_2_O_2_ metabolism

The histogram was obtained by accumulating the FPKM values of DEGs related to H_2_O_2_- producing and H_2_O_2_-scvenging. Different colors represented different genes as annotation.

**Fig. S6**

**a**

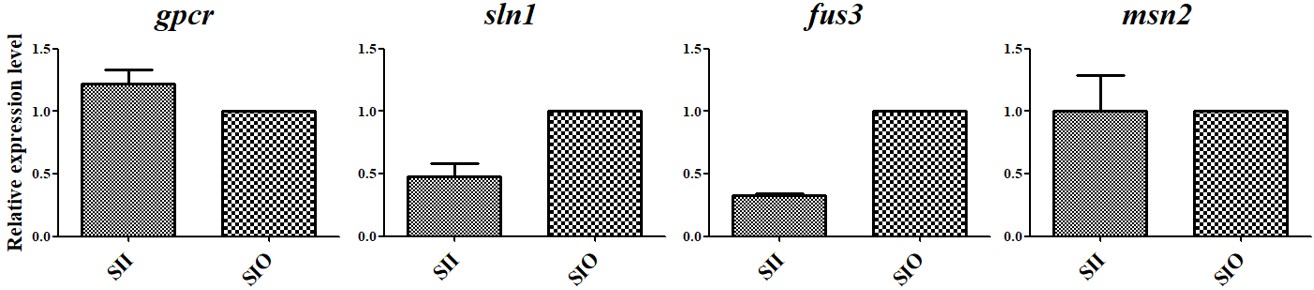

**b**

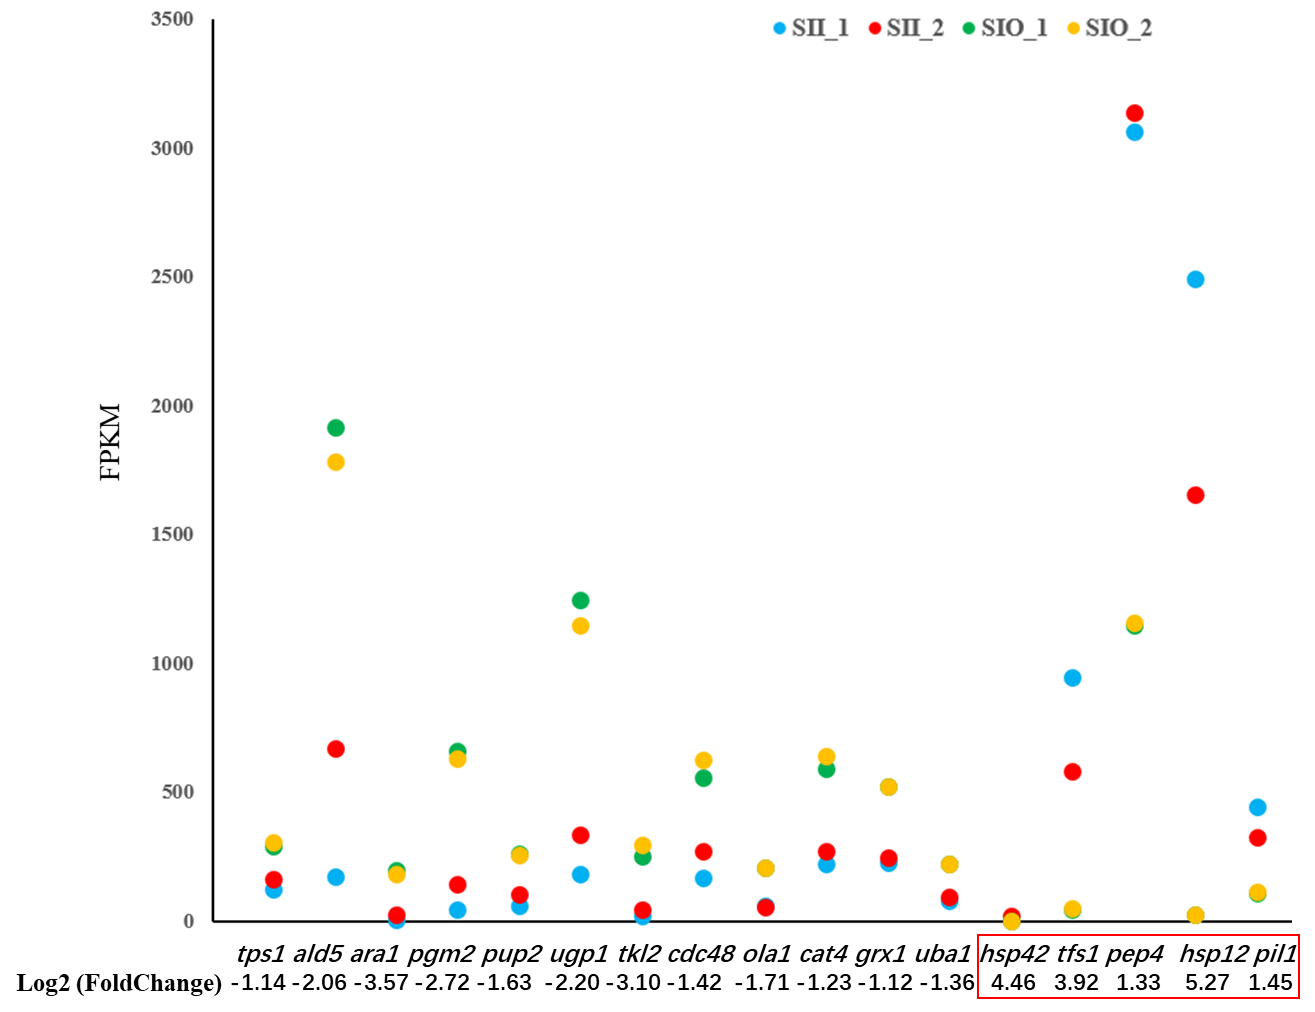

Fig. S6 Expression level of genes related to H_2_O_2_ -induced signal pathway

a. Relative expression level of *gpcr*, *sln1*, *fus3* and *msn2* in the samples of SII and SIO revealed by qRT-PCR

b. FPKM value of DEGs among the MSN2 target genes

The FPKM values of four samples were shown as dot with different color. The up-regulated genes in the sclerotia (SII) were indicated with red frame. The value of Log2 (Fold Change) were under the gene name.

**Fig. S7**

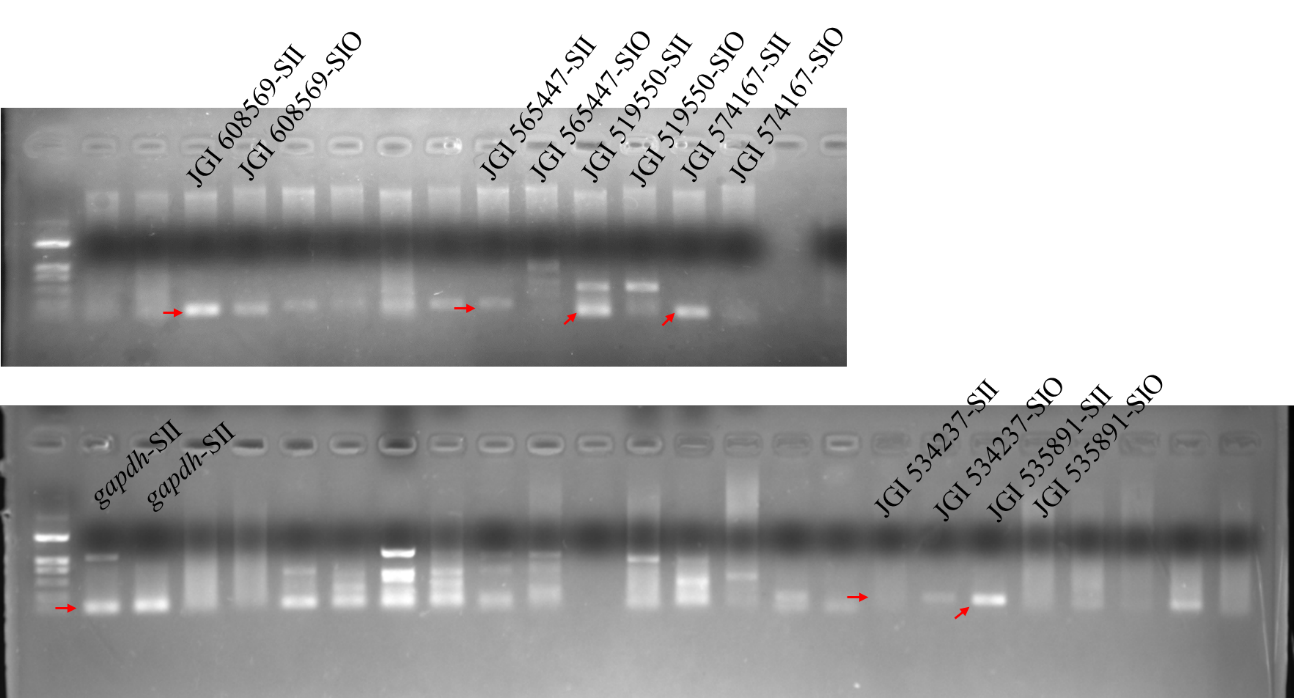

Fig. S7 RT-PCR electrophoresis graphs of *hsp* genes in SII and SIO samples

The red arrow points to the PCR products. Marked lanes by gene name are used in the data.

How the deposited data were processed for this re-analysis (not part of the article)

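Gene expression was measured by paired-end RNA sequencing in 2 libraries of the sclerotial area (SII) and 2 of the hyphal area (SIO) of M. importuna plates at day 4. The submitters' processing notes name TopHat2 2.1.0 as the aligner, and the paper's methods name DEGSeq for differential expression. The paper's text does not name the programs that counted reads or computed FPKM. The signal values of the authors' deposited table, mean scaled read counts per area, were made by the authors by dividing read counts by a size factor per library and averaging over libraries, as the values of the columns show. The values analysed are FPKM per library for 11599 genes, with the authors' mean scaled read counts per area, log2 fold changes and p-values, whose gene descriptions were used as given.

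Genes with FPKM of at least 1 in at least 2 of the 4 libraries (8906) were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, with the area as the only term and eBayes with a mean-variance trend. The threshold was a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change of at least 1. Gene lists fixed as text patterns on the descriptions numbered 34, of which 33 had at least 5 tested members and were tested with limma camera at a preset inter-gene correlation of 0.01, and again with an estimated correlation. Sums, shares and correlations used pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures matplotlib 3.10.9. On simulated data, 200 genes were changed, and every gene had the same spread within an area, 0.38 in SII and 0.13 in SIO (log2). The fit recovered 12 of 50 at a log2 change of 1.5 and 28 of 50 at 2. At 3 it recovered 49 of 50 and at 5 it recovered 50 of 50, with 0 false calls. Real genes differ in spread, so these rates may not hold for the data here.

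Genes were named by a rule: every gene that the paper's text, primer table or figure labels name by number; the 10 largest rises and 10 largest falls among annotated calls with mean FPKM of at least 10 and no overlap between areas; the 3 largest of each whatever the annotation; the 4 called members with the largest change and 2 most abundant members of each list; and the 5 most abundant genes in each area. The paper's figures and the first part of Table S5 had been read when the rule was written.

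Whole reads per library, recovered from the mean scaled counts and the FPKM, totalled 23108142 to 27993281, which is the depth behind the values. The standard errors rest on 2 libraries per area. Alternatives tried were another pseudocount, no filter and a stricter one, median-ratio and quantile scaling, a replicate block, leaving out each library, no mean-variance trend, the authors' p-values, other thresholds, and, chosen after seeing the data, limma-voom on the recovered reads, a weight per library and removal of the trend with gene length. The weights per library came out equal within each area (0.36 in SII and 2.81 in SIO). With 2 libraries per area and the area as the only term, the design forces this. The weights thus cannot show whether a replicate is an outlier. The further library that the authors' mean scaled SIO counts imply was not used as a replicate. The supplementary tables behind the paper's GO, KEGG and CAZy memberships were not used here either.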

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

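All tests of explanations in this part were chosen after the result they bear on was seen, and their limits were set then.

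Of 35 aminoacyl-tRNA synthetase genes, which the paper does not discuss, 19 were lower in SII, as were 24 of 69 of amino acid biosynthesis, and neither list passed with an estimated inter-gene correlation (adjusted p = 0.563 for both). A few very abundant genes in SII could lower all others, but with median-ratio scaling the higher of the medians of both lists stayed at -1.33 on the log2 scale. Long genes had lower fold changes across the genome, but after removal of that trend the higher of the medians was -1.24, so length is not the whole cause; it may account for a part, since the median of the synthetases moved from -1.93 to -1.73. A difference between sclerotial and hyphal cells stays open as a hypothesis, untested here, and the counts were 0 higher and 26 lower without SII replicate 1, 2 higher and 25 lower without SII replicate 2, and 0 higher and 0 lower without SIO replicate 1 or without SIO replicate 2.

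SII replicate 2 lay between SII replicate 1 and the SIO libraries for 79.5% of the genes called lower and 66.0% of those called higher. The SII libraries had 24841181 and 23108142 reads. Thinning the deeper SII library to the depth of the other left their R2 at 0.954, as before, against 0.995 between the SIO libraries. At equal depth the R2 in SII thus stayed below that in SIO. The depths were close, though, and the thinning hardly moved the R2, so it cannot decide whether depth plays a part. R2 does not measure where SII replicate 2 lies, so for that position an effect of depth was not tested. Whether hyphae were carried into SII replicate 2 cannot be told apart from a difference in stage: of 106 genes far higher in SII replicate 1 than in SIO, 5.66% (Clopper-Pearson 95% interval 2.11 to 11.9) were higher in SII replicate 2 than in SII replicate 1 by over 0.5 on the log2 scale, and a limit of 5% set after the values were seen lies inside that interval. The median share of SIO tissue needed was 24.3% over these genes and 8.86% over 82 genes far higher in SIO.

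The authors' mean scaled SIO counts imply a library beyond the SIO replicates, with 21730888 reads, which the paper does not report on. In the authors' deposited table the log2 fold change of the Hsp12 gene JGI 608569 is 6.70. Without that library in the SIO mean it would be 8.46, and over the 3 Hsp12 genes the largest remaining distance from the log2 ratio of mean FPKM was 0.0484. The reads of SIO replicates 1 and 2 were recovered from their FPKM, so this closeness was largely fixed in advance and is no separate test. Within the recovered counts, the smaller folds follow by arithmetic from the further library in the SIO mean. No biological explanation was tested.

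Of the histone and chromatin genes, which the paper does not discuss, 12 of 53 tested were higher in SII, 3 lower and 38 not called, with 0 higher without SIO replicate 1 or without SIO replicate 2. JGI 606286, an unannotated gene outside those the paper discusses, reached 23391 FPKM in SII. JGI 566905, similar to chitin synthase 2 and also not discussed, reached 1549 FPKM in SII.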

How the results depend on the processing

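The count of differentially expressed genes depends on single libraries and on the filter. It ranged from 79 to 3911 when 1 library was left out (76 to 1778 higher, 2 to 2133 lower), since without an SIO replicate the variance comes from the SII libraries, which lie further apart. Among the named genes, median-ratio scaling ended 34 calls and added 1, and quantile normalization ended 14 and added 4. A pseudocount of 0.1 ended 19, and leaving out the mean-variance trend ended 16. The stricter filter added 3 but left some named genes untested, and the named genes called fell from 174 to 171. Of the fits chosen after seeing the data, removal of the length trend ended 47 and added 3, limma-voom ended 11 and added 2, and a weight per library ended 4 and added 23. Under these 0 called genes or lists changed direction. Without a filter on low values limma called 0 genes (0 higher and 0 lower), with 5305 genes at an unadjusted p under 0.05, and limma-voom on recovered whole reads, chosen after seeing the data, called 1981 genes (884 higher and 1097 lower). At an adjusted p under 0.05 there were 3262 genes (1386 higher and 1876 lower), and with the authors' deposited p-values over the genes kept 3040 genes (1326 higher and 1714 lower). Median-ratio scaling, which moved the median log2 fold change of all genes from -0.11 to -0.022, turned the split to 56.9% higher against 45.7%, and removal of the length trend, chosen after seeing the data, to 57.6% with 673 lower. With a replicate block the count was 1950 genes (845 higher and 1105 lower), 1639 of them shared with the 1998 called without it, and among the named genes 21 calls ended and 15 were added. The paper took mycelia of both areas from 2 dishes, but neither it nor the labels say whether samples with the same number share dishes. Deviations of same-numbered samples had a correlation of 0.20 across genes. DESeq2, planned for whole reads, was not run.

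Of the gene lists, 14 passed (5 higher, 9 lower), and 0 (0 and 0) with an estimated inter-gene correlation. That second test rests on the few residual degrees of freedom of 2 libraries per area, so a list can hardly pass it even where its genes are little correlated. For DNA replication the estimate was 0.014, near the preset 0.01, yet the unadjusted camera p rose from 0.0028 to 0.10. For the small heat shock proteins the estimate was -0.10, and that p rose from 5.7e-07 to 0.035. Other lists that passed had estimates far above the preset value. These include 0.42 for glycolysis and gluconeogenesis, 0.24 for cytosolic ribosomal proteins and 0.21 for aminoacyl-tRNA synthetases. For such lists correlation between genes may also have raised the p, and the preset value may be too low. Of the named genes, 174 were called, 0 without a filter, and 18 to 209 when 1 library was left out. At FPKM cutoffs of 0.5 and 2 the share of genes expressed was 79.0% and 69.8% in SII, and 77.9% and 70.05% in SIO. Unique genes were 254 in SII and 170 in SIO when every library had to pass. The log2 ratio (SII over SIO) of the production sum was -2.32, -1.31 over the keyword list and -0.20 without sod3. That of the scavenging sum was 0.25, 0.50 over the keyword list, and reversed to -0.65 without cat2, since cat2 is the most abundant gene of the sum. Sums of log2(FPKM + 1) were 15.0 ± 0.896 in SII and 17.0 ± 0.0282 in SIO for production, and 69.2 ± 3.61 and 72.3 ± 0.211 for scavenging, less apart than the SD in SII. The log2 ratios of these sums, -0.18 and -0.064, are not fold changes. Over all genes the share of JGI 534286 and JGI 512223 was 0.239% in SII and 2.29% in SIO. The cause of the other shifts was not tested.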

Differences from the paper's values

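The paper reports 3020 differentially expressed genes, and 1998 were called here at the same thresholds with another tool and a filter on low values, 1696 of the paper's and 1084 of those here being lower in SII. The groups of samples are also unlike, since the authors' mean scaled SIO counts draw on a further library that is not used here. Of the alternatives set before the data were examined, an adjusted p under 0.05 and leaving out SII replicate 1 or SII replicate 2 gave totals and counts of lower genes within 1.5 times the paper's, and no fold threshold at an adjusted p under 0.01 gave such a total (2024) but not such a count of lower genes. The authors' deposited p-values over the genes kept also gave such counts, 3040 and 1714, but these are the paper's own calls and no separate evidence. A weight per library, chosen after seeing the values, gave such counts too (2454 and 1428), and drops 4 of the 64 genes the paper names and its authors call. The other alternatives did not.

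The paper counts 187 genes unique to SII and 147 unique to SIO, where 385 and 288 were found here. With every library past the cutoff, 254 and 170 were found, within 1.5 times the paper's counts. The other alternatives differed. The paper names 3 genes unique to SII above 100 FPKM, and 6 were found here, its 3 among them.

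The paper finds 6 H2O2 scavenging genes lower in SII, and 3 were called here. The groups of samples are unlike here too, since the authors' mean scaled SIO counts draw on the further library. Those without SII replicate 1, without SII replicate 2, at an adjusted p under 0.05 and with the authors' own deposited p-values over the genes kept were 6, with a replicate block 5 and with the stricter filter 4, all within 1.5 times. A weight per library, chosen after seeing the values and dropping 4 of those 64 genes, also gave 6. Every other alternative gave fewer than 4.

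The paper gives a log2 fold change of 6.70 for the Hsp12 gene JGI 608569, where 8.37 (standard error 0.22) was found here; each alternative set before the data were examined also differed by more than the error. The paper's value rests on an SIO mean with the further library, so the groups compared are unlike, for this gene and for the ranking of HSP genes. The paper ranks the Hsp20 gene JGI 535891 first among HSP genes, and here it was in place 5, after the 3 Hsp12 genes and JGI 574167. In its results, the paper states that the rising HSP genes other than hsp70 members were small, while its discussion counts 9 small ones among 14. Of 13 called higher here 8 were Hsp12 or Hsp20 genes, the ones listed as small here, and the other 5 include the Hsp70 member BiP and Hsp10. The paper gives ranges for the changes of MSN2 targets. Of 5 called higher here, 2 had a log2 fold change from 3 to 5, and of 6 called lower, 4 had an absolute one from 1 to 2.

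Of the genes the paper calls and names, 18 were not called here, namely sod3, prx1, ara1, ald5, pgm2, pup2, cdc48, tps1, fus3, gpcr, pcl5, the Hsp70 gene JGI 534237, an Hsp70 gene of the Lhs1/Orp150 type, 3 thioredoxin-like scavenging genes, JGI 488814 and JGI 497672. The groups of samples are unlike, since the authors' mean scaled SIO counts draw on the further library. The paper also measured ara1, ald5, fus3 and gpcr by qRT-PCR and reports that this bore out its transcriptome values. That evidence was not weighed here. The authors' deposited p-values over the genes kept call each of the 18. This is no test, since the genes were chosen by the authors' calls. Of the alternatives, an adjusted p under 0.05 calls 16, and the replicate block, the stricter filter and median-ratio scaling call 8, 1 and 1. Leaving out an SII replicate calls most of them, but the variance then comes from the SIO libraries alone. A weight per library, limma-voom on recovered whole reads and removal of the length trend, all chosen after seeing the values, call 15, 2 and 2 of them. Of the 64 genes the paper names and its authors call, these drop 4, 16 and 25, in that order.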

Other observations

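Of 53 tested genes of histones and chromatin, 12 were higher and 3 lower in SII (12 higher and 4 lower when adjusted over the list alone). The set test, limma camera, gave adjusted p = 0.0139 with a preset correlation and adjusted p = 0.563 with an estimated correlation. Histone H2A, JGI 539132, was at 3942 ± 457 FPKM in SII and 609 ± 25.6 FPKM in SIO (SD, n = 2 libraries per area, log2 fold change 2.69, standard error 0.19, adjusted p = 0.00268), H2B, JGI 578119, had a log2 fold change of 2.54, H4, JGI 490270, of 2.27, and the centromeric H3-like gene JGI 500936 of 2.02. Histone lists gave 12 higher and 5 lower without SII replicate 1, 14 higher and 6 lower without SII replicate 2, and 0 higher and 0 lower without SIO replicate 1 or without SIO replicate 2.

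Of 7 tested genes of melanin, tyrosinase and laccase, 0 were higher and 3 lower in SII (0 higher and 6 lower when adjusted over the list alone). Against all other genes, limma camera gave adjusted p = 0.0148 with a preset correlation and adjusted p = 0.563 with an estimated correlation. The tyrosinase JGI 570770 was at 115 ± 65.8 FPKM in SII and 1636 ± 147 FPKM in SIO. Of 26 proteasome genes, 0 were higher and 3 lower (0 higher and 0 lower when adjusted over the list alone). By limma camera, the set had adjusted p = 0.00449 with a preset correlation and adjusted p = 0.563 with an estimated correlation. Of 91 ribosomal protein genes, 2 were higher and 2 lower (0 higher and 0 lower when adjusted over the list alone). For the list, limma camera gave adjusted p = 0.0148 with a preset correlation and adjusted p = 0.593 with an estimated correlation. Sulfiredoxin, JGI 573059, which repairs peroxiredoxins, was higher (223 ± 74.6 FPKM in SII and 16.6 ± 2.25 FPKM in SIO, log2 fold change 3.64, standard error 0.29, adjusted p = 0.00314). The pigment list gave 0 higher and 7 lower without SII replicate 1, 0 higher and 6 lower without SII replicate 2, and 0 higher and 0 lower without SIO replicate 1 or without SIO replicate 2, the proteasome 1 higher and 7 lower without SII replicate 1, 0 higher and 10 lower without SII replicate 2, and 0 higher and 0 lower without SIO replicate 1 or without SIO replicate 2, and the ribosomal proteins 2 higher and 5 lower without SII replicate 1, 3 higher and 30 lower without SII replicate 2, and 0 higher and 0 lower without SIO replicate 1 or without SIO replicate 2. The ribosomal list no longer passed without SII replicate 1 (adjusted p = 0.0683), and the pigment list did not pass with a filter of FPKM of at least 10 (adjusted p = 0.0674).

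No difference from other genes was found by limma camera for large chaperones and co-chaperones (8 higher and 9 lower of 46, 10 and 14 adjusted over the list alone, adjusted p = 0.665), pentose phosphate pathway (1 higher and 2 lower of 12, 1 and 2 adjusted over the list alone, adjusted p = 0.400) and respiratory chain and ATP synthase (3 higher and 2 lower of 46, 1 and 0 adjusted over the list alone, adjusted p = 0.263). The same holds for superoxide dismutases (1 higher and 0 lower of 5, 1 and 1 adjusted over the list alone, adjusted p = 0.484), catalases, peroxiredoxins and glutathione peroxidases (4 higher and 1 lower of 10, 4 and 3 adjusted over the list alone, adjusted p = 0.162) and thioredoxins, glutaredoxins and glutathione S-transferases (1 higher and 6 lower of 19, 2 and 6 adjusted over the list alone, adjusted p = 0.387). Nor was one found for sequence-specific transcription factors (2 higher and 8 lower of 64, 0 and 2 adjusted over the list alone, adjusted p = 0.0983), SNAREs and vesicle coats (3 higher and 0 lower of 28, 3 and 0 adjusted over the list alone, adjusted p = 0.263) and amino acid and ammonium transporters (1 higher and 4 lower of 23, 1 and 5 adjusted over the list alone, adjusted p = 0.516). Also without a detected difference were cytochrome P450s (2 higher and 7 lower of 33, 2 and 9 adjusted over the list alone, adjusted p = 0.162), secreted and vacuolar proteases (4 higher and 9 lower of 29, 5 and 13 adjusted over the list alone, adjusted p = 0.162) and cytoskeleton and polarised growth (1 higher and 13 lower of 72, 1 and 10 adjusted over the list alone, adjusted p = 0.0835). No difference was detected for autophagy and ubiquitin ligation (3 higher and 10 lower of 71, 2 and 8 adjusted over the list alone, adjusted p = 0.210) and ankyrin repeat proteins (15 higher and 32 lower of 163, 15 and 33 adjusted over the list alone, adjusted p = 0.210). The list of superoxide dismutases leaves out sod7, called lower, whose annotation is a copper chaperone. Of the list conidiation, spore and light response, with 3 tested genes too small for the set test, 1 was higher and 0 lower. For large chaperones the median and mean fold change differ in sign, at 0.11 and -0.14, and for cyclins and mitotic kinases both were below 0 where the set test pointed up. Without a filter, sequence-specific transcription factors (adjusted p = 0.0288) and cytoskeleton and polarised growth (adjusted p = 0.0247) passed as lower, as did cytochrome P450s without SII replicate 2 (adjusted p = 0.0326). With the length trend removed, chosen after seeing the data, ankyrin repeat proteins passed as lower (adjusted p = 0.0208).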
